# Nitric oxide controls shoot meristem activity via regulation of DNA methylation

**DOI:** 10.1038/s41467-023-43705-1

**Published:** 2023-12-04

**Authors:** Jian Zeng, Xin’Ai Zhao, Zhe Liang, Inés Hidalgo, Michael Gebert, Pengfei Fan, Christian Wenzl, Sebastian G. Gornik, Jan U. Lohmann

**Keywords:** Plant signalling, DNA methylation, Plant stem cell

## Abstract

Despite the importance of Nitric Oxide (NO) as signaling molecule in both plant and animal development, the regulatory mechanisms downstream of NO remain largely unclear. Here, we show that NO is involved in *Arabidopsis* shoot stem cell control via modifying expression and activity of *ARGONAUTE 4* (*AGO4*), a core component of the RNA-directed DNA Methylation (RdDM) pathway. Mutations in components of the RdDM pathway cause meristematic defects, and reduce responses of the stem cell system to NO signaling. Importantly, we find that the stem cell inducing WUSCHEL transcription factor directly interacts with AGO4 in a NO dependent manner, explaining how these two signaling systems may converge to modify DNA methylation patterns. Taken together, our results reveal that NO signaling plays an important role in controlling plant stem cell homeostasis via the regulation of de novo DNA methylation.

## Abstract (web summary)

The authors show that gaseous Nitric Oxide (NO) promotes transit amplifying cell fate in the Arabidopsis shoot meristem. NO acts by modifying AGO4-WUSCHEL protein interactions in stem cells, directly linking NO signaling with DNA methylation.

## Introduction

Growth and development of plants rely on the continuous division and differentiation of stem cells that reside in specialized tissues, called meristems, located at the growth points of shoot and root, respectively. Stem cell fate in the shoot apical meristem (SAM) of the reference plant *Arabidopsis thaliana* is tightly controlled by a complex regulatory network, including transcription factors and multiple signaling molecules^1–3^. A negative feedback loop between the stem cell inducing WUSCHEL (WUS) homeodomain transcription factor and the secreted peptide ligand CLAVATA3 (CLV3) is essential to maintain stem cell fate in the SAM^4,5^. *WUS* mRNA is expressed in the organizing center (OC), however, WUS protein moves apically to the stem cells where it induces stem cell fate and activates *CLV3* expression^6,7^. Conversely, stem cells secrete the small peptide CLV3 that represses WUS expression in the niche via the CLAVATA1/2 (CLV1/2) and CORYNE (CRN) receptors, thus limiting the number of stem cells^4,5,8,9^. The peripheral zone (PZ) is found laterally to stem and niche cells and represents a domain of rapid cell proliferation, as well as for specification of organ primordia^1–3,10–12^. How stem cell activity is coordinated with cell proliferation and differentiation at the periphery is not well understood, but recent work has pointed to an important role of the CLE40 peptide acting via the BAM1 receptor in the communication of PZ and CZ^13^.

Nitric oxide (NO) is a gaseous biomolecule of the class of reactive nitrogen species (RNS), and has emerged as an important signaling molecule involved in diverse biological processes in both plants and animals^14–20^. In plants, NO has been shown to play a role in developmental and physiological processes, including floral transition, reaction to hypoxia, as well as immune and defense responses^17,21–23^. Additionally, several lines of evidence have suggested that redox state plays an important role in stem cell homeostasis, including the key redox component RNS and reactive oxygen species (ROS)^15,19,24–26^. NO and ROS are involved in controlling differentiation of embryonic stem cells in animals^15,27,28^ and more recently, they have been shown to act as important signals in root and shoot stem cell systems of plants^16,19,20,24,25^.

However, little is known about the molecular mechanisms underlying NO activity in the control of stem cell fate in plants. In this study, we show that NO acts via the ARGONAUTE protein AGO4 at the transcriptional and post-translational level to affect genome wide DNA methylation patterns, which in turn are essential for proper meristem function.

## Results

### Nitric oxide promotes peripheral zone fate via repression of WUS

To investigate the role of NO in plant stem cell regulation, we first examined NO distribution in the SAM using a sensitive fluorescent indicator (4,5-diaminofluorescein diacetate, DAF-2DA)^17,29^. We found that NO accumulated to higher levels in the peripheral zone (PZ) compared to the central zone (CZ) (Supplementary Fig. 1a,d), suggesting that NO could act as a signal to define PZ cell fate. To explore the mechanism behind NO accumulation in the SAM periphery, we next examined the expression patterns of three important NO biosynthesis genes by in situ hybridization, including *NIA1*, *NIA2,* and *NOA1*^17,20,29–32^. Interestingly, mRNAs for all three genes specifically accumulated in the PZ and cells of organ boundaries, but were absent from stem cells (Supplementary Fig. 2), consistent with NO distribution.

To functionally test the contribution of NO biosynthesis genes to SAM function, we analyzed NO-deficient mutants. At the seedling stage, both *noa1* single mutants, as well as *nia1/nia2/noa1* triple mutants exhibited a substantial delay in generating the first pair of true leaves (Fig. 1a, b, Supplementary Fig. 3), while after bolting they produced fewer floral buds compared to wild-type (Fig. 1c, d). Notably, SAMs of *nia1/nia2/noa1* triple mutants were significantly smaller than those of wild-type controls, both at the seedling and inflorescence stage (Fig. 1m). To test whether these phenotypes were due to reduced stem cell activity or reduction of the PZ, we analyzed the expression of *WUS* and *CLV3* as markers for organizing cells and stem cells, respectively, which are both found in the center of the SAM, as well as *UFO* and *CUC2* as markers for the PZ and boundaries. Consistent with a role of NO in promoting PZ cell fate, we found that the expression of the stem cell regulator *WUS* was significantly increased in *nia1/nia2/noa1* triple mutants, at both the vegetative and reproductive stages (Fig. 1e–h, o), along with an expansion of the stem cell domain during the reproductive stage and an increase of *CLV3* expression (Fig. 1i–l, n, o). Importantly, we found that peripheral *UFO* expression was substantially reduced in triple mutants compared to wild-type, while the central expression was unaffected (Supplementary Fig. 4a, b). Similarly, we observed that the wild-type peripheral *CUC2* expression domain was lost and replaced by a much more central RNA accumulation pattern in the triple mutants (Supplementary Fig. 4h, i). Taken together, these results suggested that NO acts in the periphery of the SAM to promote PZ cell fate, which is marked by high cell proliferation. At the same time, NO signaling represses central cell fate, likely via repressing *WUS* expression.

**Fig. 1:**
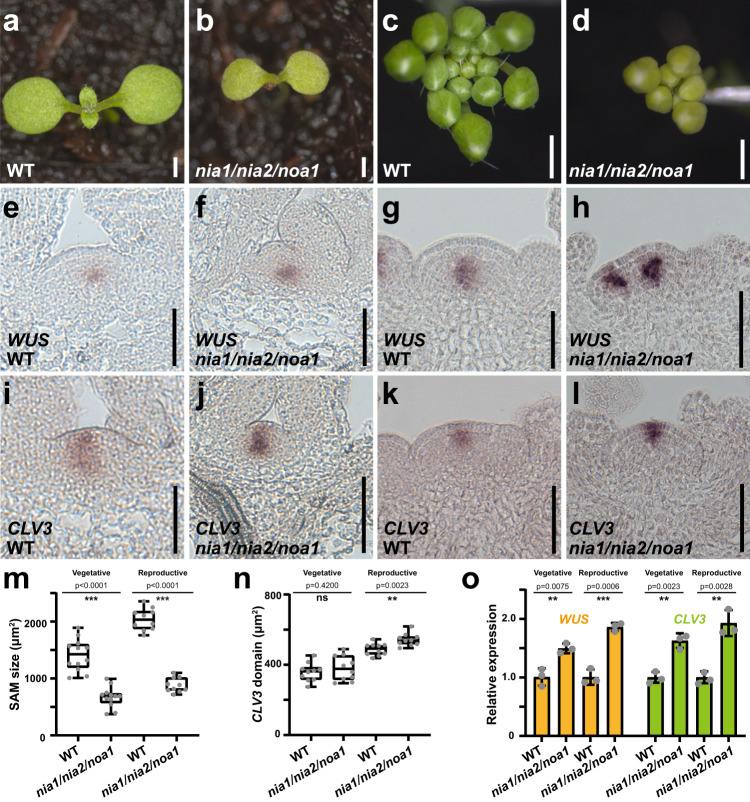
Nitric oxide is required for proper meristem activity. **a**–**d** Representative phenotypes of wild-type (**a**) and *nia1/nia2/noa1* mutant (**b**) seedlings seven days after germination, as well as wild-type (**c**) and *nia1/nia2/noa1* mutants (**d**) during inflorescence stage. Scale bars: 1 mm. **e**–**h** *WUS* expression patterns in wild-type (**e**) and *nia1/nia2/noa1* mutant (**f**) seedlings, as well as wild-type (**g**) and *nia1/nia2/noa1* mutants (**h**) during inflorescence stage. Scale bars, 50 μm. **i**–**l** *CLV3* expression patterns in wild-type (**i**) and *nia1/nia2/noa1* mutant (**j**) seedlings, as well as wild-type (**k**) and *nia1/nia2/noa1* mutants (**l**) during inflorescence stage. Scale bars, 50 μm. **m**, **n** Quantification of SAM size (**m**) and the size of the *CLV3* positive stem cell domain (**n**) in wild-type and *nia1/nia2/noa1* mutants at both the vegetative (*n* = 12 and *n* = 10 independent plants were used for quantification of the SAM size and the size of the *CLV3* expression domain, respectively.) and reproductive (*n* = 10 independent plants) stages. The error bars indicate the highest and lowest values, the box indicates the middle 50%, the center line indicates the median, the whiskers indicate the data range within 1.5× the interquartile range, and outliers are not shown. Two-sided Student’s *t*-tests, **p < 0.01, ***p < 0.001; ns no significant difference. **o** RT-qPCR quantifications of *WUS* and *CLV3* expression levels in wild-type and the *nia1/nia2/noa1* mutants shown as mean ± s.d.; *n* = 3 biological replicates, two-sided Student’s *t*-tests, **p < 0.01, ***p < 0.001. All experiments were repeated independently at least two times on pools of apices of at least 30 plants, with similar results.

To circumvent the complex feedbacks of SAM regulation and test the short-term effects of NO on stem cell regulation, we transiently reduced endogenous NO levels using ethanol-inducible expression of an artificial microRNA against *NOA1*. After induction by 1% ethanol for 12 h, *NOA1* expression levels were significantly reduced in transgenic plants (Supplementary Fig. 1h), along with endogenous NO levels (Supplementary Fig. 1b, c, g). In contrast, endogenous NO levels were not changed in the *p35S::AlcR; pAlcA::GUS* control plants (Supplementary Fig. 1e–g). Consistent with our results using stable mutant alleles, we observed an increase in both *WUS* and *CLV3* expression following the reduction of endogenous NO (Supplementary Fig. 1h). To further explore the direct effects of NO signaling in the SAM, we turned to a pharmacological approach using a transgenic double reporter line for *WUS* and *CLV3* and 3 h treatments with the NO donor sodium nitroprusside (SNP)^33^ and the NO scavenger 2-4-carboxyphenyl-4,4,5,5-tetramethylimidazoline-1-oxyl-3-oxide (c-PTIO)^34^. Consistent with our genetic interference with NO biosynthesis, we found the *WUS* reporter signal to be significantly reduced following activation of NO by SNP treatment (Fig. 2b, m). Conversely, *WUS* reporter levels and domain were dramatically increased after reduction of endogenous NO levels by c-PTIO treatment (Fig. 2c, m). Importantly, GFP fluorescence was not affected by modifying NO levels (Supplementary Fig. 5a–d). Interestingly, the *CLV3* reporter was not significantly changed following either treatment (Fig. 2e, f, k, l), supporting the notion that NO acts mainly via *WUS* and that the indirect effect on stem cells had not set in after 3 h of perturbation. To test this hypothesis directly, we continuously increased NO levels in the CZ by expressing *NOA1*, one of the NO biosynthesis gene, from the *CLV3* promoter. Supporting the idea that NO acts on stem cells indirectly via *WUS*, we observed a reduction of both *WUS* and *CLV3* expression levels in the transgenic plants (Supplementary Fig. 6a–e). Consistent with an expansion of the PZ and associated enhanced cell proliferation, the transgenic plants had enlarged SAMs, despite the reduction in the *CLV3* expression domain (Supplementary Fig. 6f, g). Taken together, our genetic and pharmacological results showed that NO acts from the periphery to promote PZ identity by limiting *WUS* expression and in turn stem cell fate.

**Fig. 2:**
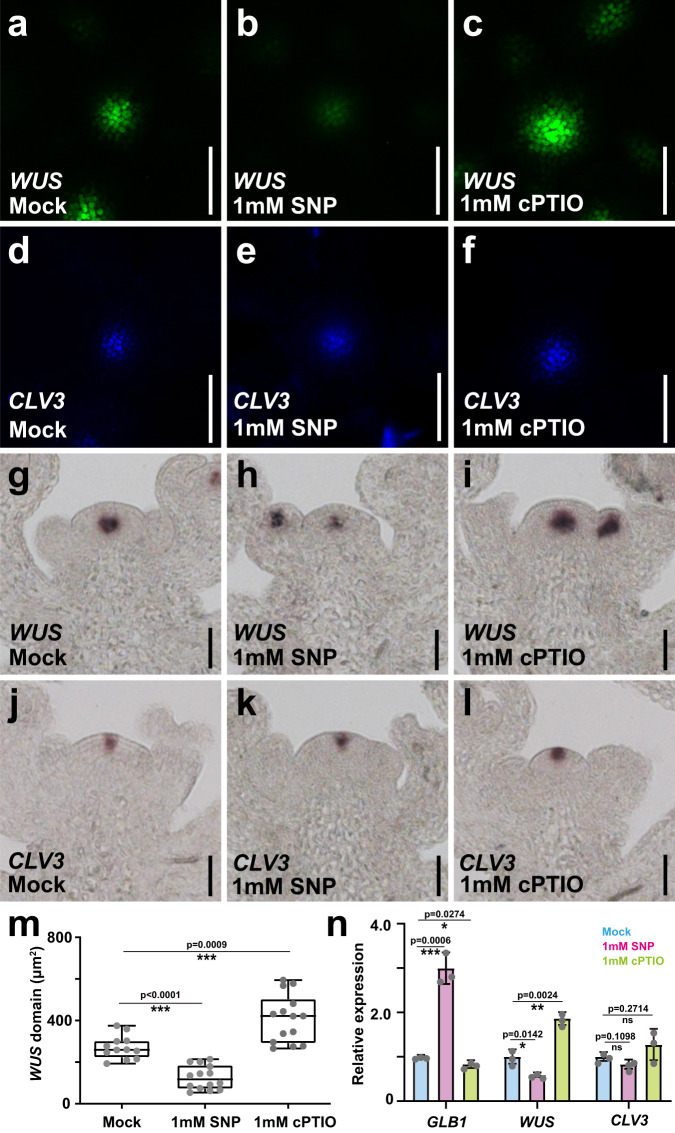
Nitric oxide limits *WUS* expression. **a**–**f** Short-term responses of stem or niche cell reporters to increased or reduced NO levels. *WUS* (**a**–**c**) and *CLV3* (**d**–**f**) reporters after 3 h of mock (**a**, **d**), SNP (**b**, **e**) and c-PTIO treatments (**c**, **f**). Scale bars, 50 μm. **g**–**l** Short-term responses of endogenous stem or niche cell marker transcripts to increased or reduced NO levels. Detection of *WUS* (**g**–**i**) and *CLV3* (**j**–**l**) expression patterns after 3 h of mock (**g**, **j**), SNP (**h**, **k**), and c-PTIO treatments (**i**, **l**) by in situ hybridization. Scale bars, 50 μm. **m** Quantification of the *WUS* expression domain after 3 h of mock (*n* = 12 independent plants), SNP (*n* = 14 independent plants), and c-PTIO (*n* = 14 independent plants) treatments. The error bars indicate the highest and lowest values, the box indicates the middle 50%, the center line indicates the median, the whiskers indicate the data range within 1.5× the interquartile range, and outliers are not shown. Two-sided Student’s t-tests, ***P < 0.001. **n** RT-qPCR quantification of *GLB1*, *WUS,* and *CLV3* expression levels after 3 h of mock, SNP, and c-PTIO treatments shown as mean ± s.d.; *n* = 3 biological replicates, two-sided Student’s t-tests, *p < 0.05, **p < 0.01, ***p < 0.001; ns, no significant difference. All experiments were repeated independently at least two times on pools of apices of at least 30 plants, with similar results.

One important mechanism required for proper SAM function in this scenario is the repression of NO biosynthesis in the cells of the organizing center and the stem cells. Since WUS has the capacity to act as a transcriptional repressor and is active in these two cell populations^35–37^, we inspected our resources on direct WUS target genes. Indeed, two of the NO biosynthesis genes, *NIA1* and *NIA2*, were previously identified by ChIP-seq^38^ (Supplementary Fig. 7). We further tested the transcriptional response of *NIA1*, *NIA2,* and *NOA1* to ectopically induced WUS activity and found that at the whole seedling level *NIA1* and *NOA1* showed a robust repression after 4 h of WUS induction (Supplementary Fig. 8a–c). Consistent with our published data, we detected WUS binding to the promoter of *NIA1* by ChIP-PCR in a region containing putative WUS binding sites (Supplementary Fig. 8d). Electrophoretic mobility shift assays (EMSAs) confirmed that WUS was able to bind to the ChIP-positive fragment in vitro (Supplementary Fig. 8e). These results indicated that WUS has the potential to directly repress *NIA1* expression and suggested that the exclusion of NO biosynthesis genes from the CZ could be dependent on this stem cell master regulator.

### Nitric oxide is a key regulator of ARGONAUTE 4

To elucidate the mechanisms underlying the PZ cell fate promoting effect of NO, we next characterized the global transcriptional response to the NO donor SNP specifically in meristems. Previously, NO response genes were only identified in whole seedlings, severely limiting the detection of meristematic transcripts^25^. To circumvent this problem, we took advantage of the *ap1/cal* mutant, which is characterized by a massive over-proliferation and subsequent arrest of inflorescence and young floral meristems. To first test whether the global NO response in *ap1/cal* mutants is comparable to wild-type, we performed mRNA sequencing on wild-type and *ap1/cal* seedlings with and without SNP treatments. We observed a total of 10,993 and 12,401 differentially expressed genes (DEGs) for wild-type and *ap1/cal* mutants, respectively. Importantly, 88% DEGs identified in the wild-type were confirmed in *ap1/cal* mutants (Supplementary Fig. 9), suggesting that the NO response in both genotypes is very similar. To identify meristem specific NO response genes, we next applied RNA-seq to micro-dissected shoot apices of *ap1/cal* mutants, which were either SNP or mock-treated for 24 h. 

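The experiment compared 3 mock-treated and 3 SNP-treated samples of *ap1/cal* shoot apices after 24 h. SNP, sodium nitroprusside, is an iron-containing compound that releases nitric oxide, and it was given at 1 mM. The authors aligned the reads to TAIR10 with STAR and deposited the expression of 24340 genes in each sample as TPM, next to the log2 fold changes and p-values of their own comparison. TPM divides each gene's reads by the gene's length and scales every sample to the same sum. Each value was multiplied by the length of the gene's merged exons in the TAIR10.1 annotation, which lists 24184 of the genes, and 99.4% of the products were whole multiples of a fixed step in each sample, to within 0.05 of a multiple. Taking this step as 1 read, the reads counted on these genes came to 61863733, 81649786 and 99089583 in mock replicates 1, 2 and 3, and to 62957059, 51879527 and 63161897 in SNP replicates 1, 2 and 3. The test below used the TPM values, not these reads. Differential expression was tested with limma on log2(TPM + 0.5) for the 18966 genes with a mean of at least 0.5 TPM over the 6 samples, and fold changes on this scale understate the change of genes with low values. Of the alternatives run, a fold change limit of 2 and leaving out a replicate moved the number of genes past the paper's criterion most. Across the tested genes, mock replicates 2 and 3 had a correlation of 0.991, mock replicate 1 had a correlation of 0.977 with each of them, and the SNP replicates had correlations between 0.989 and 0.993. In mock replicate 1 the longest of 5 equal length classes of genes lay at a median of -0.43 on the log2 scale relative to the mean of the 6 samples, while in the other samples this median lay between 0.04 and 0.14. The deviations of samples with the same replicate number from their group means had a correlation of 0.118 across genes, and 5 other ways of matching the numbers gave correlations from -0.192 to 0.267. Results are therefore also given with the replicate number as a block.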

From the data, we were able to identify 3217 DEGs, including 1309 mRNAs with reduced expression and 1908 transcripts showing elevated RNA accumulation (Supplementary Data 1 and 2). 

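With the paper's criterion of a fold change of at least 1.5 and an unadjusted p under 0.01, limma called 3205 of the 18966 tested genes, of which 1991 were higher and 1214 lower in the SNP-treated apices. All 3205 genes also had a Benjamini-Hochberg adjusted p under 0.05, a limit that 5619 genes passed when no fold change was required. In each of the 3205 genes, the 3 SNP values lay on one side of the 3 mock values. Among all tested genes this held for 51.2%, where chance gives 10%. The authors' deposited table calls 3003 of the tested genes by the same criterion, and 2786 genes were called in both, with 0 called in opposite directions. A fold change limit of 2 moved the count most, to 1474 genes, and the fit with the replicate number as a block gave 3457 genes. The share of called genes that were higher was 62.1% with the values as deposited and 51.3% when each sample was scaled by its 75th percentile. Of the genes with separated groups, the 5 with the largest increases were AT3G20340, *CYP81D11* (AT3G28740), *AtNIT2* (AT3G44300), *FER1* (AT5G01600) and *UGT73B2* (AT4G34135), with log2 fold changes of 7.38, 7.11, 6.91, 5.56 and 5.46. *FER1*, which encodes a ferritin, rose from 80.2 ± 10.0 TPM (SD, n = 3) to 3783 ± 220.2 TPM (SD, n = 3). The 5 with the largest decreases were *DGAT3* (AT1G48300), AT3G56360, AT5G05250, AT3G16670 and *ATCSLA01* (AT4G16590), with log2 fold changes of -6.70, -3.96, -3.33, -2.88 and -2.50. *DGAT3* went from 305.8 ± 71.6 TPM (SD, n = 3) to 2.86 ± 2.35 TPM (SD, n = 3). With each replicate left out in turn, these 10 genes kept an adjusted p under 0.05 from limma, except *ATCSLA01*. In 3 of the 6 fits *ATCSLA01* was at 0.05 or more, up to 0.0566. Its mock values were 3.78, 4.54 and 20.3 TPM, and without mock replicate 3 its log2 fold change was -1.78.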

Zooming in on genes that may mediate the repression of stem cell fate, we integrated the set of SNP repressed transcripts with three published resources representing genes with expression the center of the SAM on the one hand^39,40^ and proteins which can be S-nitrosylated on the other hand^41^. S-nitrosylation is one of the most important post-translational modification mechanisms for NO function^41–44^, and thus, this integration allowed us to focus on targets which were co-expressed with *WUS* and *CLV3* and could be regulated by NO at both transcript and protein levels. Interestingly, we only obtained one gene that was present in all four datasets (Fig. 3a, Supplementary Data 1–3), namely *ARGONAUTE 4* (*AGO4)*. 

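The fold change limit of 1.5 is 0.58 on the log2 scale, and *AGO4* (AT2G27040) had a log2 fold change of -0.59. Its p-value was well inside the other limit, with an adjusted p = 0.0077 from limma. *AGO4* passed both limits in 12 of 16 alternative settings. The other 4 were among the 6 fits that left out 1 replicate, here mock replicate 2, mock replicate 3, SNP replicate 1 or SNP replicate 3. These 4 gave a smaller fold change than the limit. Settings that changed only the filter, the variance estimate or the block left the fold change as it was, so they tested the p-value limit alone. The 3 published lists that the paper combined with these transcripts were not analysed here.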

*AGO4* is known to function in the RNA-directed DNA methylation (RdDM) pathway and is most closely related to *AGO6* that had been shown to be expressed in the shoot meristem^45–49^. This finding led us to hypothesize that *AGO4* might be involved in transmitting NO signals in the SAM via regulation of DNA methylation. To test this hypothesis, we first characterized the expression pattern of *AGO4* in the SAM. By in situ hybridization, we found that *AGO4* mRNA specifically accumulates in stem cells and niche cells, and is low or absent in cells at the periphery of the SAM in a pattern complementary to NO distribution (Fig. 3b–d, Supplementary Fig. 10). This finding was consistent with *AGO4* expression being reduced by treatment with the NO donor SNP in our RNA-seq experiment (Fig. 3k) and suggested that NO signaling in the PZ could repress *AGO4* expression. 

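*AGO4* was measured at 194.8 ± 17.5 TPM (SD, n = 3) in mock-treated and 129.4 ± 12.2 TPM (SD, n = 3) in SNP-treated *ap1/cal* apices, which is 0.665 times the mock level on the fitted scale. Its standard error was 0.11 on the log2 scale. Between 14001 and 38908 reads lay behind each value. All 3 SNP replicates were below all 3 mock replicates (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). With the replicate number as a block the adjusted p was 0.00837 from limma, and with each replicate left out in turn the log2 fold change stayed between -0.67 and -0.54. *AGO6* (AT2G32940), the closest relative named by the paper, was expressed at 7.19 ± 2.80 TPM (SD, n = 3) in mock and 4.49 ± 0.716 TPM (SD, n = 3) in SNP samples. Its log2 fold change of -0.55 (standard error 0.30) was within the replicate error at an adjusted p = 0.202 from limma, and it reached an adjusted p = 0.00368 when mock replicate 1 was left out and 0.0218, past the paper's criterion, with the length trend removed, an alternative added after the data were seen. *AGO9* (AT5G21150) had a log2 fold change of 0.33 (standard error 0.19, adjusted p = 0.216 from limma), which is also within the error. The *AGO* genes are related in sequence, and how the authors' counting treated reads that match several of them is not known, but *AGO4* lost 65.4 TPM while *AGO6*, *AGO8* and *AGO9* together went from 24.1 TPM in the mock samples to 25.7 TPM in the SNP samples. From the lower *AGO4* level after SNP, together with the in situ pattern complementary to NO, the paper proposes that NO signaling in the peripheral zone could repress *AGO4* expression.

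**Figure D1:**
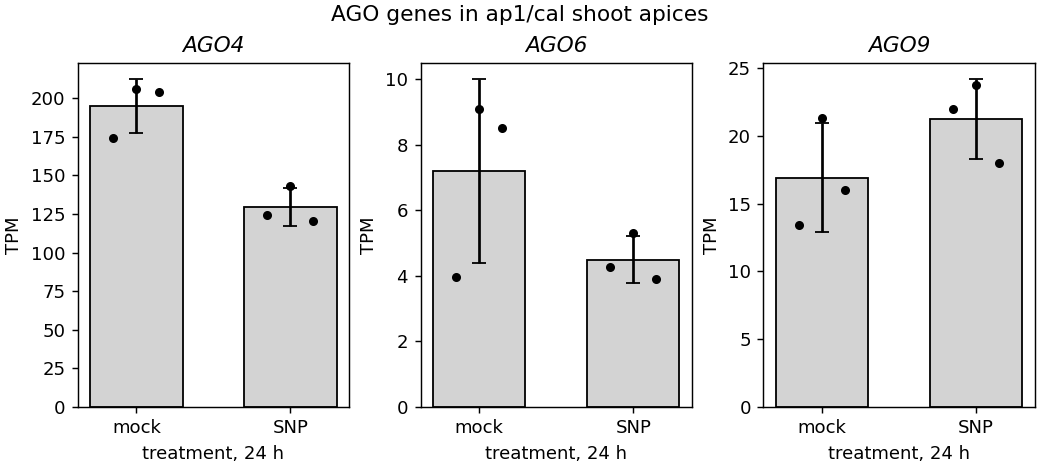
TPM of AGO4, AGO6 and AGO9 in ap1/cal shoot apices after mock or SNP treatment, with a separate TPM axis for each gene. Bars are means, error bars are SD (n = 3) and points are the replicates. The 3 AGO4 points after SNP lie below the 3 mock points, and the points of AGO6 and AGO9 overlap between the treatments.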

To verify these findings with spatial resolution, we treated plants with the NO donor SNP and examined *AGO4* expression by in situ hybridization. Indeed, *AGO4* mRNA levels were significantly reduced after SNP treatment in both wild-type and *ap1/cal* mutants (Fig. 3e–h), demonstrating that elevated NO signaling is sufficient to repress *AGO4* expression even in stem cells and niche cells. To test if endogenous NO is required to define the specific *AGO4* expression pattern, we analyzed SAMs of *nia1/nia2/noa1* triple mutants and observed that *AGO4* expression was substantially increased and expanded into the periphery of the SAM (Fig. 3i, j, l). Taken together, these results suggested that NO signaling is an essential upstream regulator of *AGO4* transcription and acts to limit its expression to the CZ.

**Fig. 3:**
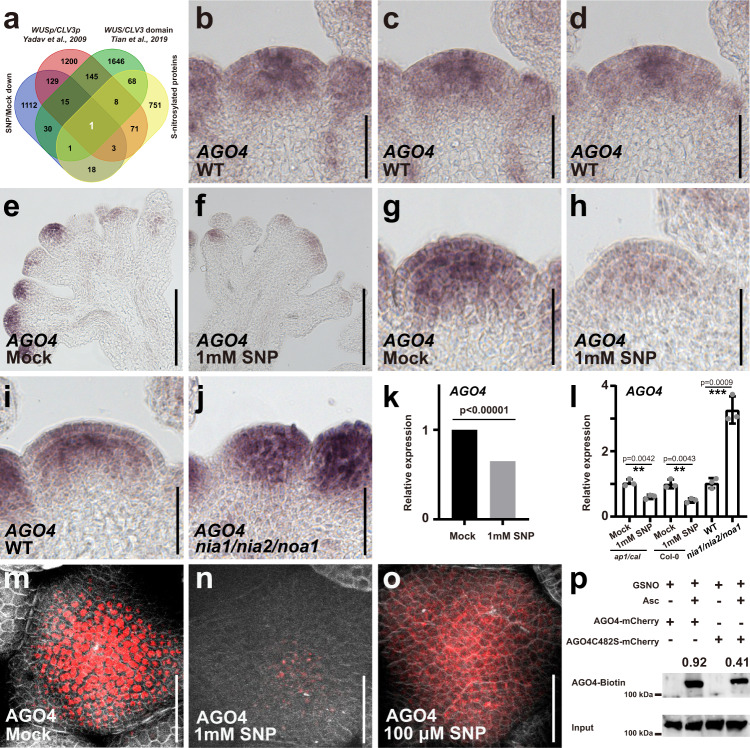
Nitric oxide limits *AGO4* accumulation to the center of the SAM. **a** Venn diagram showing the overlap of stem cell and niche cell specific transcripts (Tian et al.^39^, Yadav et al.^40^), genes with reduced expression following SNP treatment and S-nitrosylated proteins (Hu et al.^41^). **b**–**d** Serial longitudinal sections through a SAM probed for *AGO4* mRNA. Scale bars, 50 μm. **e**, **f** *AGO4* expression patterns in shoot apices of *ap1/cal* mutants after 3 h of mock (**e**) or SNP treatment (**f**). Scale bars, 50 μm. **g**, **h** *AGO4* expression patterns in shoot apices of wild-type plants after 3 h of mock (**g**) or SNP treatment (**h**). Scale bars, 50 μm. **i**, **j** *AGO4* expression patterns in wild-type (**i**) and *nia1/nia2/noa1* mutants (**j**). Scale bars, 50 μm. **k** *AGO4* transcript accumulation following SNP treatment as quantified by RNA-seq. **l** Quantification of *AGO4* expression levels in *ap1/cal* and wild-type plants after SNP treatment, and *nia1/nia2/noa1* mutants by RT-qPCR shown as mean ± s.d.; *n* = 3 biological replicates, two-sided Student’s t-tests, **P < 0.01, ***p < 0.001. **m**–**o** SAMs of *pAGO4::mCherry-AGO4/ago4* rescue plants after 3 h of mock (**m**), 1 mM SNP (**n**) or 100 μM SNP (**o**) treatment. Scale bars, 50 μm. **p** Analysis of S-nitrosylation of AGO4 protein by in vivo biotin-switch method. Asc, ascorbate sodium. The experiments in **b**–**j** and **m**–**o** were repeated twice on pools of apices of at least 15 plants, and the experiments in (**p**) were repeated three times, with similar results.

Since published data showed that AGO4 protein can be S-nitrosylated at C482^41^, we next examined whether NO affects AGO4 also at the post-transcriptional level. To this end, we performed a biotin switch assay^50^ using WT AGO4 (AGO4^WT^) and mutated AGO4 protein (AGO4^C482S^) and found that both forms of the AGO4 could be modified by S-nitroslation in response to NO treatment. Interestingly, AGO4^C482S^ was less sensitive to the biotin switch (Fig. 3p), suggesting that C482 is a functional nitrosylation site, but that additional targets for this modification are likely to exist in AGO4. Since S-nitroslation can affect protein activity, sub-cellular localization, or protein stability^41–44^, we investigated the response of AGO4 protein to NO in vivo. To this end, we treated mCherry-AGO4 rescue plants^51^ with the NO donor SNP and found that following our standard treatment with 1 mM SNP mCherry-AGO4 signal was almost completely lost (Fig. 3m, n, Supplementary Fig. 11). Reducing SNP concentrations to 100 µM revealed that mCherry-AGO4 was found in the cytoplasm instead of accumulating in the nucleus as in control plants (Fig. 3m, o, Supplementary Fig. 11). Importantly, signal from mCherry-NLS controls was not affected by SNP (Supplementary Fig. 5e–h). Taken together, our results showed that NO is a key regulator of expression and activity of AGO4, which functions in the small RNA-directed DNA methylation pathway.

### AGO4 protein connects WUS function with the RdDM pathway

*AGO4* is a key component of the small RNA-induced silencing pathway and can direct de novo DNA methylation in the RNA-directed DNA methylation (RdDM) pathway, together with its orthologues *AGO6* and *AGO9*^45–49^. To functionally test the contribution of *AGO4* and the RdDM pathway to SAM activity, we first examined *ago4* single mutants, *ago4/ago6/ago9* triple mutants, as well as *drm1/drm2* mutants, *rdm1* mutants and *drm1/drm2/met1* triple mutants representing downstream components involved in DNA methylation. We observed that *ago4/ago6/ago9*, *drm1/drm2,* and *rdm1* mutants showed a reduced number of organs after flowering (Fig. 4a, c, Supplementary Fig. 12a–c), whereas *ago4* single mutants didn’t show obvious defects (Fig. 4a, b). This suggested that *AGO4* likely acts redundantly with *AGO6* and *AGO9* in maintaining a proper SAM, and that the DNA methylation enzymes of the RdDM pathway share this function. To explore the molecular mechanisms of RdDM-mediated SAM regulation, we analyzed *WUS* and *CLV3* expression in SAMs of our set of mutants. Consistent with the observed phenotypes, we found that *WUS* transcripts were significantly reduced in *ago4/ago6/ago9* and *drm1/drm2/met1* triple mutants, whereas there was no obvious difference in *ago4* single mutants (Fig. 4e–h, o). Surprisingly, we observed increased expression of *CLV3* in both triple mutant lines, suggesting that inactivating the RdDM pathway makes *CLV3* expression partially independent from the activation by WUS (Fig. 4i–l, o). This notion was supported by the finding that while SAM size was significantly reduced in the RdDM mutants, the size of the *CLV3* domain was more or less unchanged (Fig. 4m, n). Taken together, these results demonstrated that the *AGO4*-mediated RdDM pathway is required for *WUS* function and for maintaining a proper balance between CZ and PZ.

**Fig. 4:**
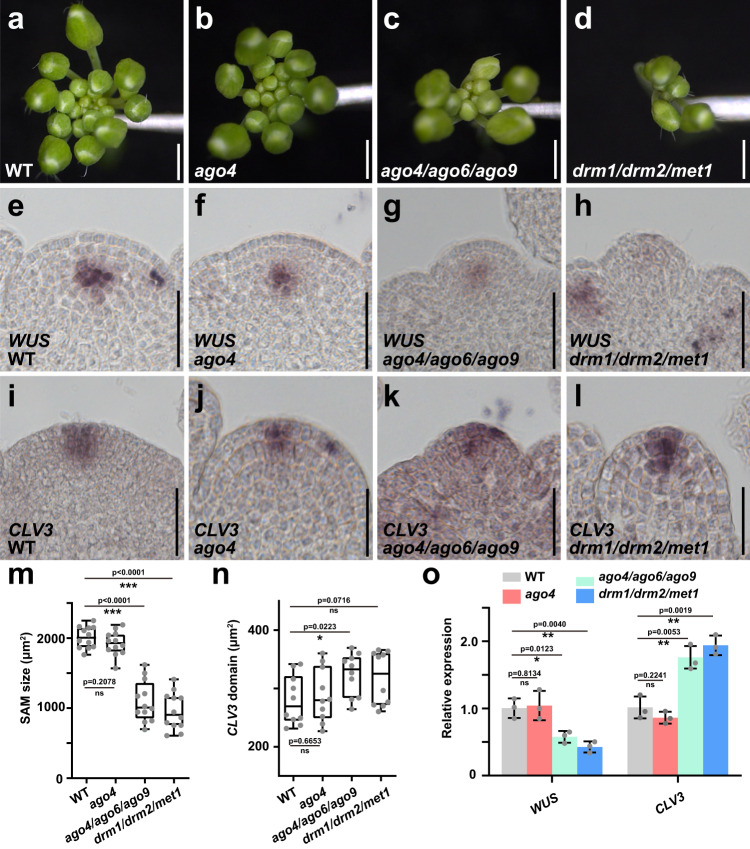
The RdDM pathway is required for stem cell homeostasis. **a**–**d** Representative inflorescence phenotypes of wild-type (**a**), *ago4* (**b**), *ago4/ago6/ago9* (**c**), and *drm1/drm2/met1* mutants (**d**). Scale bars, 1 mm. **e**–**h** *WUS* expression patterns in wild-type (**e**), *ago4* (**f**), *ago4/ago6/ago9* (**g**) and *drm1/drm2/met1* mutants (**h**). Scale bars, 50 μm. **i**–**l** *CLV3* expression patterns in wild-type (**i**), *ago4* (**j**), *ago4/ago6/ago9* (**k**) and *drm1/drm2/met1* mutants (**l**). Scale bars, 50 μm. **m**, **n** Quantification of SAM size (**m**, *n* = 12 independent plants) and the size of stem cell region (**n**, *n* = 10 independent plants) in wild-type, *ago4*, *ago4/ago6/ago9* and *drm1/drm2/met1* mutants. The error bars indicate the highest and lowest values, the box indicates the middle 50%, the center line indicates the median, the whiskers indicate the data range within 1.5× the interquartile range, and outliers are not shown. Two-sided Student’s *t*-tests, *p < 0.05, ***p < 0.001; ns no significant difference. **o** RT-qPCR quantification of *WUS* and *CLV3* expression levels in wild-type, *ago4*, *ago4/ago6/ago9* and *drm1/drm2/met1* mutants shown as mean ± s.d.; *n* = 3 biological replicates, two-sided Student’s *t*-tests, *P < 0.05, **P < 0.01; ns no significant difference. All experiments were repeated independently at least two times on pools of apices of at least 30 plants, with similar results.

To explore the mechanisms underlying the functional connection of WUS and AGO4, we compared their chromatin binding profiles^38,52^ and found that 31% of the AGO4 targets were shared by WUS (255 out of 820 genes) (Fig. 5a and Supplementary Data 4). Given the overlap in expression, function and chromatin binding, we speculated that AGO4 protein may interact with WUS protein in vivo. To test this hypothesis, we carried out Förster resonance energy transfer (FRET) assays using AGO4-mCherry and WUS-GFP, transiently expressed in N. benthamiana leaves. Indeed, we observed a robust interaction of AGO4 and WUS, which we could validate by co-IP (Fig. 5b–d). Interestingly, the WUS homeodomain was sufficient to mediate the interaction with AGO4, suggesting that AGO4 would not compete for binding with other known WUS co-factors, such as HAM1, which has been shown to bind to the C-terminus of WUS^53^. Furthermore, we found that the AGO4-WUS interaction was disrupted by SNP treatment (Fig. 5c, d), suggesting that NO signaling could directly modify the functional output of WUS.

**Fig. 5:**
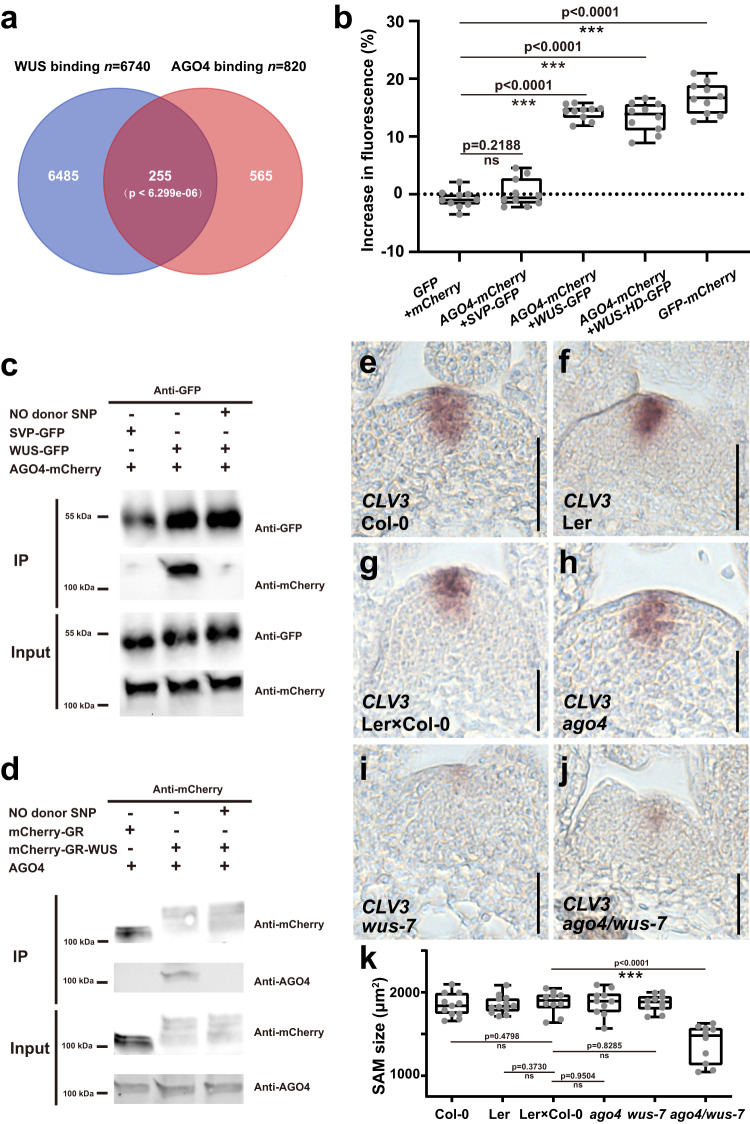
Nitric oxide disrupts the interaction between WUS and AGO4. **a** Venn diagram showing the overlap of WUS targets (Ma et al.^38^) and AGO4 targets (Zheng et al.^52^). **b** Analysis of the WUS-AGO4 protein interaction by in planta FRET. The error bars indicate the highest and lowest values, the box indicates the middle 50%, the center line indicates the median, the whiskers indicate the data range within 1.5×the interquartile range, and outliers are not shown. *n* = 10 independent samples, ***p < 0.001; ns no significant difference. **c**, **d** The WUS-AGO4 interaction is disrupted by NO. *p35S::SVP-GFP*, *p35S::WUS-GFP* and *p35S::AGO4-mCherry* were co-transformed into Tobacco leaves (**c**). The expressed proteins were immunoprecipitated using an anti-GFP antibody and then detected with anti-GFP and anti-mCherry antibodies (**c**). Total proteins were extracted from *pUBQ10::mCherry-GR-WUS* and *pUBQ10::mCherry-GR* seedlings upon Dex induction and were immunoprecipitated using an anti-mCherry antibody and then detected with anti-mCherry and anti-AGO4 antibodies (**d**). **e**–**j** WUS and AGO4 genetically interact. *CLV3* expression patterns in Col-0 (**e**), Ler (**f**), Ler x Col control plants (**g**), *ago4* (**h**), *wus-7* (**i**), and *ago4/wus-7* (**j**) mutants. Scale bars, 50 μm. **k** Quantification of the SAM size. The error bars indicate the highest and lowest values, the box indicates the middle 50%, the center line indicates the median, the whiskers indicate the data range within 1.5× the interquartile range, and outliers are not shown. *n* = 10 independent plants, two-sided Student’s *t*-tests, ***p < 0.001; ns no significant difference. The experiments in **b**–**d** were repeated three times, and the experiments in **e**–**j** were repeated two times on pools of apices of at least 10 plants, with similar results.

We next asked whether the interaction of AGO4 and WUS plays a role in SAM control. To this end, we crossed *ago4* into a weak *wus-7* allele, to test for genetic interaction. Supporting the notion that the protein-protein interaction of WUS and AGO4 is important for proper SAM function, we observed a significant reduction in SAM size only in *ago4/wus-7* double mutants, whereas the *CLV3* domain was not changed similar to the *ago* or RdDM triple mutants (Fig. 5e–k). To test the relevance of the RdDM pathway for *WUS* function directly, we turned to *WUS* gain-of-function experiments using the DNA methylation triple mutants as backgrounds. Whereas expressing *WUS* from the *CLV3* promoter in WT plants creates a positive feedback loop leading to the formation of a massively expanded stem cell pool^54^, this phenotype was largely suppressed in *drm1/drm2/met1* triple mutants. Interestingly, in the rare cases we did observe stem cell expansion in this background, we were unable to detect the ectopic expression of *CLV3*, which is a hallmark of this phenotype in WT plants, and the functional readout for ectopic *WUS* activity (Supplementary Fig. 13e, f, k, and l). Consistent with this observation, expression of *WUS* from *CLV3* promoter in *drm1/drm2* significantly suppressed *CLV3* expression (Supplementary Fig. 13e–h), although the phenotypic frequency was comparable to wild-type (Supplementary Fig. 13m). Interestingly, we found WUS to bind to many transposable elements with roughly 4000 binding events genome wide (Supplementary Fig. 14), suggesting that WUS could participate in repressing the activity of these elements. Taken together, these results demonstrated that AGO4 physically interacts with WUS and that this interaction, as well as the DNA methylation machinery of the RdDM pathway, is required for WUS activity and proper SAM function.

### Nitric oxide controls expression of key meristem regulators via DNA methylation

Given the fact that AGO4 is able to direct DNA de novo methylation in plants^45–47^ and having shown that NO controls AGO4 at the transcriptional and post-translational levels, we speculated that some of the effects of NO we had observed were due to changes in DNA methylation patterns. To test this hypothesis, we treated *ap1/cal* meristems with SNP and quantified global DNA methylation. Indeed, DNA methylation levels were significantly reduced after SNP treatment (Fig. 6a), in line with the regulatory interaction of NO with AGO4. Since we found AGO4 and WUS to interact, we next tested whether DNA methylation at shared targets would be affected by NO signaling. To this end, we carried out whole-genome bisulfite sequencing on meristems that were treated with SNP or mock and found a total of 16,301 differential methylated regions (DMRs) (Supplementary Data 5). Among them, 96% of DMRs were in the CHH context, which is mediated by the RdDM pathway (Supplementary Fig. 15), indicating that NO affects RdDM activity in the SAM. Zooming in on the co-targets of WUS and AGO4, we found that 168 of 255 (65%) showed a significant reduction in DNA methylation (Fig. 6b and Supplementary Data 4). These results suggested that NO could affect meristem function by blocking de novo DNA methylation at WUS targets via the inhibition of AGO4. In this scenario, the expression of WUS targets relevant for SAM function should be enhanced following activation of NO signaling in the SAM, or perturbation of the RdDM pathway. To test this directly, we examined the 26 NO-induced plant stem cell-related genes identified here and previously^25^ in our methylation data and identified nine genes (*ARR7*, *CLE13*, *CLV2*, *ERL2*, *ERL1*, *AT3G15150*, *BARD1*, *MEE22* and *CRN)*, which exhibited substantially decreased DNA methylation following SNP treatment (Supplementary Fig. 16).

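Supplementary Fig. 16 lists the 26 genes and marks some of them as responding in this RNA-seq experiment. In the *ap1/cal* apices 25 of the 26 genes passed the filter on low values. Of these, 7 had a higher and 18 a lower mean log2 value after SNP. The paper's criterion was passed by 3 genes that were higher, *OBE2* (AT5G48160), *OBE1* (AT3G07780) and *UFO* (AT1G30950), and by 5 genes that were lower. The log2 fold changes of the former were 0.90 (standard error 0.09, adjusted p = 0.000976 from limma), 0.67 (standard error 0.08, adjusted p = 0.00187 from limma) and 0.68 (standard error 0.15, adjusted p = 0.0149 from limma). The 5 lower genes were *ULT1* (AT4G28190), AT3G15150, *ERL1* (AT5G62230), *CLE27* (AT3G25905) and *BARD1* (AT1G04020). *BARD1* had the largest change among the 25, from 23.3 ± 5.10 TPM (SD, n = 3) to 7.95 ± 1.62 TPM (SD, n = 3), a log2 fold change of -1.49 (standard error 0.21, adjusted p = 0.00283 from limma). The log2 fold changes of *ULT1*, AT3G15150, *ERL1* and *CLE27* were -0.62, -0.62, -0.67 and -0.61. *CLE16* (AT2G01505) and *RGF9* (AT5G64770), also marked there, had log2 fold changes of -0.55 and -0.74, of which that of *RGF9* was within the replicate error (adjusted p = 0.0806 from limma). *RGF9* passed the criterion with the replicate number as a block (adjusted p = 0.0135 from limma), so its call depends on the model. *CLE13* (AT1G73965) was below the filter, with between 0 and 7 reads per sample, and was not tested in the main fit. Its mean went from 0.0314 TPM in mock to 0.204 TPM in SNP samples, each SNP value above each mock value, on few reads. With no filter 4 of the marked genes were higher, and 3 genes of the list were higher past the criterion. An adjusted p under 0.05 was reached by 3 higher and 8 lower genes, both when the adjustment covered all tested genes and when it covered the list alone. With each replicate left out in turn, the adjusted p from limma reached 0.0654 for *UFO*, 0.0628 for *ERL1* and 0.11 for *CLE16*. With the replicate number as a block 3 genes were again higher past the criterion, and with 75th percentile scaling 2 were. The gene listed as *BAM1* in Supplementary Fig. 16, AT3G23920, did not differ beyond the error at a log2 fold change of 0.31 (standard error 0.14, adjusted p = 0.135 from limma). AT3G23920 is annotated as a beta-amylase, so this value does not describe the meristem receptor that shares the symbol.

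**Figure D2:**
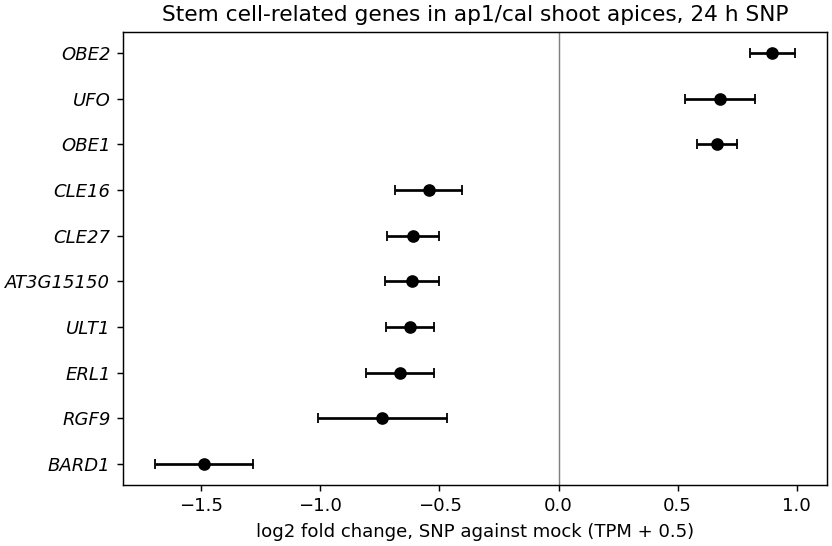
Log2 fold change of SNP against mock for 10 of the tested genes marked in Supplementary Fig. 16 as responding in the RNA-seq. Points are limma estimates on log2(TPM + 0.5) and bars are standard errors. 3 genes lie above 0 and 7 below.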

**Fig. 6:**
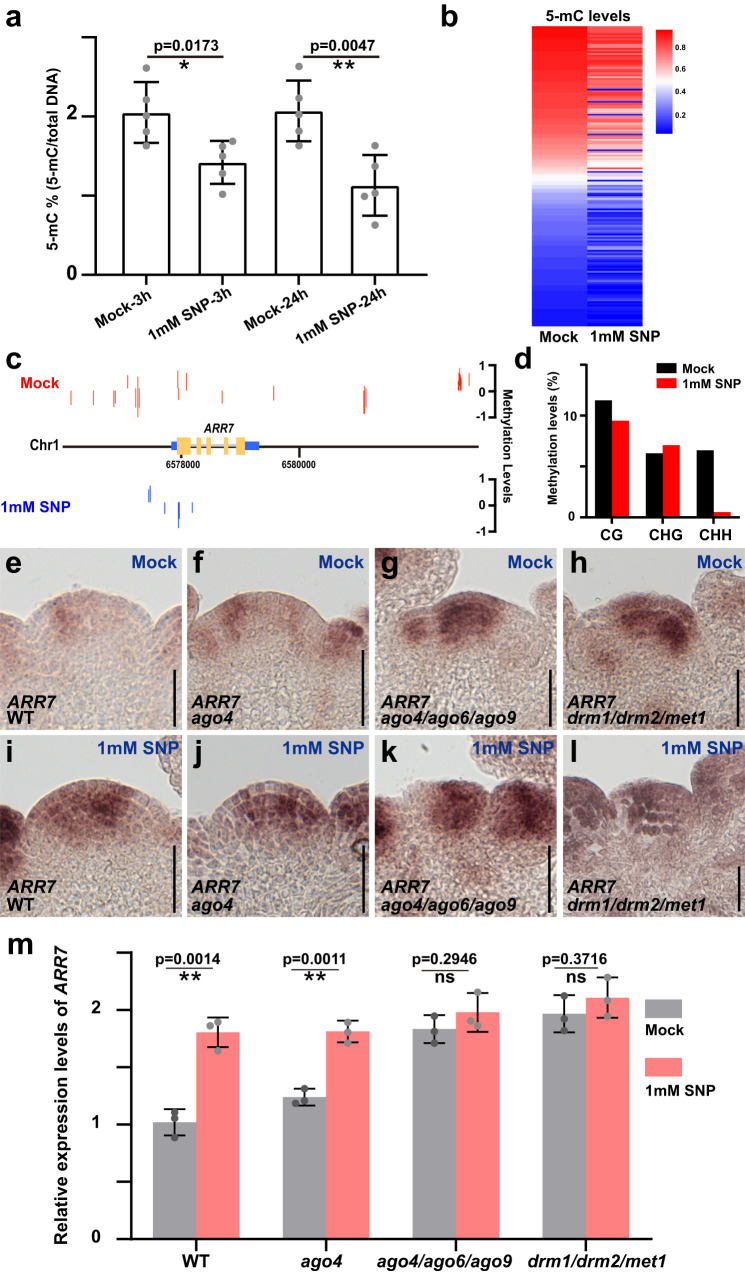
RdDM activity mediates NO signaling via DNA methylation. **a** Quantification of global 5-mC DNA methylation levels of wild-type plants after mock and SNP treatments using ELISA with five replicates (*n* = 10 independent shoot apices for each replicate). The data are shown as mean ± s.d.; two-sided Student’s *t*-tests, *p < 0.05, **p < 0.01. **b** Heatmap of 5-mC levels in the promoter region of shared WUS and AGO4 targets after mock and SNP treatments showing the trend towards reduced methylation. **c** Annotation of 5-mC sites in the *ARR7* genomic region after mock and SNP treatment demonstrating the loss of DNA methylation. **d** Quantification of CG, CHG, and CHH methylation levels at *ARR7*. **e**–**h** *ARR7* expression patterns in wild-type (**e**), *ago4* (**f**), *ago4/ago6/ago9* (**g**) and *drm1/drm2/met1* (**h**) after mock treatment. Scale bars, 50 μm. **i**–**l** *ARR7* expression patterns in wild-type (**i**), *ago4* (**j**), *ago4/ago6/ago9* (**k**) and *drm1/drm2/met1* (**l**) after SNP treatments. Scale bars, 50 μm. **m** Quantification of *ARR7* mRNA levels in wild-type, *ago4*, *ago4/ago6/ago9* and *drm1/drm2/met1* after mock and SNP treatments shown as mean ± s.d.; *n* = 3 biological replicates, two-sided Student’s *t*-tests, **P < 0.01; ns no significant difference. All experiments were repeated independently at least two times on pools of apices of at least 30 plants, with similar results.

Since we had shown previously that *ARR7* is directly repressed by WUS and has important roles for SAM function^35,55,56^, we decided to test whether *ARR7* is also downstream of NO signaling and the RdDM pathway. To this end, we examined *ARR7* expression in SAMs of wild-type, *ago4*, *ago4/ago6/ago9*, *drm1/drm2*, *rdm1* and *drm1/drm2/met1* mutants with and without SNP treatment. 

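In the RNA-seq of *ap1/cal* shoot apices after 24 h, *ARR7* (AT1G19050), a type-A response regulator of cytokinin signaling, was measured at 211.8 ± 4.51 TPM (SD, n = 3) in mock-treated and 170.8 ± 7.89 TPM (SD, n = 3) in SNP-treated samples. Its log2 fold change was -0.31 (standard error 0.08, adjusted p = 0.0223 from limma), and each SNP replicate was below each mock replicate (two-sided exact permutation test, p = 0.1, the smallest p possible for these group sizes). The authors' deposited table gives a log2 fold change of -0.33 with an adjusted p of 0.00441. Between 4704 and 11419 reads lay behind each value. *ARR7* was lower in all 16 alternative settings, with log2 fold changes from -0.40 to -0.25. With the replicate number as a block its adjusted p was 0.0466 from limma, and with each replicate left out in turn the adjusted p ranged from 0.015 to 0.115. Of the 8 type-A *ARR* genes tested, 2 were lower and 1 was higher at an adjusted p under 0.05.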

We observed a significant and consistent increase of *ARR7* mRNA accumulation after SNP treatment in wild-type (Fig. 6d, h, l and Supplementary Figs. 17–19), which confirmed RNA-seq results and fitted well with the finding that SNP treatment reduced DNA methylation at the *ARR7* promoter (Fig. 6c, d). Consistent with an important role for *AGO* genes and the RdDM pathway in repressing *ARR7* expression, *ARR7* mRNA also accumulated in the respective mutants without SNP treatment. Indeed, quantification of *ARR7* mRNA levels by RT-qPCR demonstrated that the SNP effect on *ARR7* expression was reduced in *drm1/drm2* and *rdm1* mutants (Supplementary Fig. 19), while it was fully repressed in *ago* and DNA methylation triple mutants, demonstrating that the effect of NO is largely mediated by the RdDM pathway (Fig. 6m). As we showed that AGO4 interacts with WUS in vivo, we wondered if AGO4 is recruited to the same sites of *ARR7* promoter as WUS. To test this idea, we carried out ChIP experiments using mCherry-AGO4 rescue plants, and observed that binding of AGO4 to the *ARR7* promoter overlaps with one of the regions also bound by WUS (Supplementary Fig. 20).

To further test the role of RdDM pathway in transmitting NO signals in the SAM, we next selected stem cell- and niche cell specific genes and examined their expression in the wild-type and in *ago4*, *ago4/ago6/ago9*, *drm1/drm2*, *rdm1* and *drm1/drm2/met1* mutants under SNP treatments. To our surprise, of the 12 stem cell- and niche-specific NO responsive genes, about half lost their response to SNP treatment in the *drm1/drm2*, *rdm1,* and *ago4/ago6/ago9* mutants. Similarly, nine completely lost their response in the *drm1/drm2/met1* mutants (Supplementary Fig. 21). Taken together, our results suggested that RdDM pathway downstream of AGO4 mediates NO signaling in the SAM and is essential for proper expression of core stem cell regulators.

## Discussion

Nitric oxide has been shown to act as an important signaling molecule in highly diverse contexts, including priming cell fate, or defense across the plant and animal kingdoms^14–20^. Growing evidence suggests that NO is involved in stem cell regulation in animals^15,27,28^, although the molecular mechanisms so far remain largely elusive. Our results now reveal a central role for NO in the communication between the transit amplifying cells at the periphery and the stem cells in the center of the shoot stem cell system of *Arabidopsis*. Remarkably, NO signaling appears to restrict expression and activity of AGO4, a key component of the small RNA-directed DNA methylation pathway, to the center of the meristem. The RdDM pathway is an evolutionary conserved epigenetic machinery for gene silencing and genome stability, and is involved in diverse developmental processes in both plant and animals^57–65^. Recent evidence suggests that DNA methylation plays an important role for shoot and root meristem function and is likely more dynamic than anticipated^66–69^. We had previously shown that stem cell fate is dependent on large scale repression of gene expression by WUS, which could partially be explained by histone de-acetylation^35,36,38^. Our finding that WUS physically interacts with AGO4 and that this interaction is interrupted by NO now suggests that part of the repressive activity of WUS may be mediated by DNA methylation. We hypothesize that AGO4 and in turn the DNA methylation machinery is directed to WUS target loci via this interaction. One prominent example is *ARR7*, a well-studied direct negative WUS target, whose expression is substantially elevated in mutants of either *AGO* or *DNA* methylation genes. Importantly, the expression of the core stem cell signaling component *CLV3* is enhanced by WUS^4–9^ and consistently, is not directly affected by NO signaling or mutations in the RdDM pathway. Taken together, the identification of the NO WUS-AGO4 interaction limited to the center of the meristem by NO may be able to explain the divergent functions of WUS in cells of the center versus the periphery. Although the first molecular link between NO signaling and stem cell fate in plants has now been established, many open questions remain. One pressing example is the regulation of WUS expression by NO and in this context, it will be important to elucidate the interaction of NO with the CLE40/BAM1 signaling system^13^. Furthermore, the idea that AGO4 can be recruited to chromatin by interaction with a transcription factor in addition to the canonical mechanism involving small RNAs, suggests that the RdDM pathway has been hijacked for developmental processes. Another striking facet is the realization that WUS binds to chromatin regions containing transposable elements, raising the possibility that this activity provides an additional layer or protection against mobilization of mobile genetic elements in stem cells. Initial studies using AlphaFold^70,71^ to model the AGO4-WUS interaction suggest that in addition to an interaction of the WUS homeodomain with AGO4, the largely unstructured part C-terminal of the homeodomain may be inserted into the central cleft of AGO4, which usually interacts with small RNAs. These findings now provide ample opportunity for detailed molecular studies, and open fascinating avenues to study the dynamics of epigenetic modifications.

## Methods

### Plant materials and growth conditions

*Arabidopsis thaliana* ecotype Columbia-0 (Col-0) was used as the wild-type excepted where noted. The *mCherry-AGO4* reporter was kindly provided by P. Jullien; the *nia1/nia2/noa1* seeds by J. León; the *ago4-5*, *ago4-6/ago6-2/ago9-1* seeds by M. Axtell; the *rdm1* seeds by H. Ito; the CLV3 and WUS reporters were generated as described before^72^. All seeds were sterilized by applying 70% ethanol and 0.5% Tween for 10 mins, followed by washing two times with 95% ethanol and air drying. Afterwards, the seeds were sown on 0.8% Phyto agar plates (half-strength Murashige and Skoog (MS) salts and 1% sucrose), kept at 4 °C two overnights for imbibition. After germination, plants were transferred to soil and grown under long-day conditions (16 h day/8 h night regime at 21 °C).

### Cloning

All constructs were generated using GreenGate cloning system^73^. Details about the cloning of the modules and assembled plasmids are listed in Supplementary Data 6.

### In situ Hybridization

Templates for RNA probes were amplified from cDNAs using gene-specific primers containing T7 or T3 promoter sequences at the 5’ end. A complete list of primer sequences can be found in Supplementary Data 7. The RNA probes were synthesized by T7 RNA polymerase, and in situ hybridization was performed in accordance with standard protocols^74^.

### RNA sequencing and analysis

Shoot apices from 6-week inflorescences of *ap1/cal* (Col-0) with and without SNP treatments were collected. Total RNA (10 μg) was subjected to DNase I treatment, and mRNA was kit purified (Life Technology). Strand-specific RNA-seq libraries were prepared using the NEBNext® Ultra^TM^ RNA Library Prep Kit for Illumina following the manufacturer’s instructions and were subjected to NextSeq550 for 75 bp end sequencing. Reads were aligned to the *Arabidopsis* TAIR10 reference genome using STAR, and differentially expressed genes were called using DEGseq^75^ with the criterion of fold-change ≥1.5 and *p*-value < 0.01. For RNA sequencing, each condition was analyzed in three biological replicates. The raw data have been deposited in the NCBI Gene Expression Omnibus (GEO) under the accession numbers GSE216952 and GSE243447.

### Enzymatic methyl-seq (EM-seq) sequencing and analysis

Genomic DNA from *ap1/cal* shoot apices with and without 24 h SNP treatments, was extracted using a DNeasy Plant Mini Kit (Qiagen), and was sheared to approximately 250 bp fragments. EM-seq libraries were prepared from sheared DNA using an enzymatic methyl-seq kit following the standard instructions (New England BioLabs), and were subjected to NextSeq550 using 75 bp paired-end sequencing. The C to T conversion rates were 99% and the genome coverage was 10× for the EM-seq data. Methylated cytosines were extracted from aligned reads using the Bismark methylation extractor with default parameters. All analyses were done using sites covered by a minimum of 10 reads in both samples. Only 5-mC sites supported by two biological replicates were considered for further analysis. The DNA methylation levels were calculated as described before^76^. Briefly, DNA methylation level at each site or region was calculated by number of C vs total C and T account. The raw data have been deposited in the NCBI Gene Expression Omnibus (GEO) under the accession number GSE216952.

### Chromatin immunoprecipitation (ChIP)

Chromatin immunoprecipitation (ChIP) was performed on *pUBQ10::mCherry-GR-WUS* and mCherry-AGO4 rescue plants. ChIP was conducted as previously described with minor modifications^77^. A Diagenode Bioruptor UCD-200 was used for sonication (30 s on, 30 s off, medium, 15 min duration; sonication buffer: 10 mM Na_3_PO_4_, 100 mM NaCl, 0.5% sarkosyl, 10 mM EDTA, 1 mM PMSF, 1 tablet per 10 ml, pH 7). GR antibodies (Santa Cruz, sc-393232) and RFP-Trap Magnetic Agarose (ChromoTek, rtma-20) were used to precipitate chromatin, and no antibody was used as negative controls.

### Electrophoretic mobility shift assay (EMSA)

The homeodomain of *WUS* was cloned behind a 6xHis-MBP tag. The protein was produced in *Escherichia coli* strain Rosetta and purified with nickel Sepharose media (GE Healthcare). EMSA was performed according to the reference guide of the LightShift Chemiluminescent EMSA kit (Thermo Scientific 20148), and probes were labeled with biotin. The gene-specific primer sequences are listed in Supplementary Data 7.

### FRET

FRET was measured by using increase in donor fluorescence upon bleaching of the acceptor as readout. Three independent experiments were performed, and per experiment, at least 20 cells per sample were analyzed. To drive expression in *N. benthamiana* leaves, the *35* *S* or *UBQ10* promoter was used.

### Confocal microscopy

For imaging of *pCLV3::mTagBFP2*, *pWUS::2xVenus-NLS*, *pUBQ10::mCherry,* and *pH3.3::GFP*, inflorescences were dissected and imaged on an upright Nikon A1 Confocal with a CFI Apo LWD 25 × water immersion objective (Nikon Instruments) without coverslip as described^38^.

### Global DNA methylation assay

The global DNA methylation levels were measured by using a Global DNA Methylation Assay Kit (abcam, ab233486) following the manufacturer’s protocol.

### Accession numbers

The Arabidopsis Genome Initiative numbers for the genes mentioned in this article are as follows: *NIA1* (AT1G77760); *NIA2* (AT1G37130); *NOA1* (AT3G47450); *WUS* (AT2G17950); *CLV3* (AT2G27250); *AGO4* (AT2G27040); *AGO6* (AT2G32940); *AGO9* (AT5G21150); *DRM1* (AT5G15380); *DRM2* (AT5G14620); *MET1* (AT5G49160); *ARR7* (AT1G19050); *RDM1* (AT3G22680); *UFO* (AT1G30950); *CUC2* (AT5G53950); *AP1* (AT1G69120); *CAL* (AT1G26310).

### Statistical analysis

Differences between groups were identified using two-sided Student’s *t*-test, and *p-values* less than 0.05 were considered statistically significant. Details and sample sizes as well as the numbers of biological replicates are provided in the respective figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1-7

Reporting Summary

### Source data

Source Data

## Data Availability

The data underlying Figs. 1m, n; 2m; 3p; 4m, n; 5b–d, k; 6a and Supplementary Figs. 1g; 3d; 5d, h; 6h, i; 8e; 12j, k; 13m are provided in the Source Data file. RNA-seq, EM-seq, and ChIP-seq raw data have been deposited in the NCBI Gene Expression Omnibus (GEO) under the accession numbers GSE216952 and GSE243447. Source data are provided with this paper.

## References

[1] Aichinger E, Kornet N, Friedrich T, Laux T (2012). Plant stem cell niches. Annu. Rev. Plant Biol..

[2] Greb T, Lohmann JU (2016). Plant stem cells. Curr. Biol..

[3] Stahl Y, Simon R (2005). Plant stem cell niches. Int. J. Dev. Biol..

[4] Fletcher JC, Brand U, Running MP, Simon R, Meyerowitz EM (1999). Signaling of cell fate decisions by CLAVATA3 in Arabidopsis shoot meristems. Science.

[5] Mayer KF (1998). Role of WUSCHEL in regulating stem cell fate in the Arabidopsis shoot meristem. Cell.

[6] Daum G, Medzihradszky A, Suzaki T, Lohmann JU (2014). A mechanistic framework for noncell autonomous stem cell induction in Arabidopsis. Proc. Natl Acad. Sci. USA.

[7] Yadav RK (2011). WUSCHEL protein movement mediates stem cell homeostasis in the Arabidopsis shoot apex. Genes Dev..

[8] Schoof H (2000). The stem cell population of Arabidopsis shoot meristems in maintained by a regulatory loop between the CLAVATA and WUSCHEL genes. Cell.

[9] Brand U, Fletcher JC, Hobe M, Meyerowitz EM, Simon R (2000). Dependence of stem cell fate in Arabidopsis on a feedback loop regulated by CLV3 activity. Science.

[10] Galvan-Ampudia CS (2020). Temporal integration of auxin information for the regulation of patterning. eLife.

[11] Grandjean O (2004). In vivo analysis of cell division, cell growth, and differentiation at the shoot apical meristem in Arabidopsis. Plant Cell.

[12] Reddy GV, Heisler MG, Ehrhardt DW, Meyerowitz EM (2004). Real-time lineage analysis reveals oriented cell divisions associated with morphogenesis at the shoot apex of Arabidopsis thaliana. Development.

[13] Schlegel J (2021). Control of Arabidopsis shoot stem cell homeostasis by two antagonistic CLE peptide signalling pathways. eLife.

[14] Besson-Bard A (2009). Current view of nitric oxide-responsive genes in plants. Plant Sci..

[15] Caballano-Infantes E, Cahuana GM, Bedoya FJ, Salguero-Aranda C, Tejedo JR (2022). The role of nitric oxide in stem cell biology. Antioxidants.

[16] Fernandez-Marcos M, Sanz L, Lewis DR, Muday GK, Lorenzo O (2011). Nitric oxide causes root apical meristem defects and growth inhibition while reducing PIN-FORMED 1 (PIN1)-dependent acropetal auxin transport. Proc. Natl Acad. Sci. USA.

[17] He Y (2004). Nitric oxide represses the Arabidopsis floral transition. Science.

[18] Modun D, Giustarini D, Tsikas D (2014). Nitric oxide-related oxidative stress and redox status in health and disease. Oxid. Med. Cell Longev..

[19] Sanz L (2014). Nitric oxide plays a role in stem cell niche homeostasis through its interaction with auxin. Plant Physiol..

[20] Shen Q, Wang YT, Tian H, Guo FQ (2013). Nitric oxide mediates cytokinin functions in cell proliferation and meristem maintenance in Arabidopsis. Mol. Plant.

[21] Fancy NN, Bahlmann AK, Loake GJ (2017). Nitric oxide function in plant abiotic stress. Plant Cell Environ..

[22] Wink DA (2011). Nitric oxide and redox mechanisms in the immune response. J. Leukoc. Biol..

[23] Hartman S (2019). Ethylene-mediated nitric oxide depletion pre-adapts plants to hypoxia stress. Nat. Commun..

[24] Zeng J, Dong Z, Wu H, Tian Z, Zhao Z (2017). Redox regulation of plant stem cell fate. EMBO J..

[25] Shahid M (2019). Comprehensive analyses of nitric oxide-induced plant stem cell-related genes in Arabidopsis thaliana. Genes.

[26] Wany A, Foyer CH, Gupta KJ (2018). Nitrate, NO and ROS signaling in stem cell homeostasis. Trends Plant Sci..

[27] Mora-Castilla S (2010). Nitric oxide repression of Nanog promotes mouse embryonic stem cell differentiation. Cell Death Differ..

[28] Mujoo K (2008). Role of nitric oxide signaling components in differentiation of embryonic stem cells into myocardial cells. Proc. Natl Acad. Sci. USA.

[29] Guo FQ, Okamoto M, Crawford NM (2003). Identification of a plant nitric oxide synthase gene involved in hormonal signaling. Science.

[30] Lozano-Juste J, Leon J (2010). Enhanced abscisic acid-mediated responses in nia1nia2noa1-2 triple mutant impaired in NIA/NR- and AtNOA1-dependent nitric oxide biosynthesis in Arabidopsis. Plant Physiol..

[31] Tewari RK (2019). The nitric oxide suppressed Arabidopsis mutants- Atnoa1 and Atnia1nia2noa1-2 produce nitric oxide in MS growth medium and on uranium exposure. Plant Physiol. Biochem..

[32] Xie YJ (2013). Roles of NIA/NR/NOA1-dependent nitric oxide production and HY1 expression in the modulation of Arabidopsis salt tolerance. J. Exp. Bot..

[33] Bethke PC, Libourel IG, Reinohl V, Jones RL (2006). Sodium nitroprusside, cyanide, nitrite, and nitrate break Arabidopsis seed dormancy in a nitric oxide-dependent manner. Planta.

[34] Vitecek J, Reinohl V, Jones RL, Measuring NO (2008). production by plant tissues and suspension cultured cells. Mol. Plant.

[35] Leibfried A (2005). WUSCHEL controls meristem function by direct regulation of cytokinin-inducible response regulators. Nature.

[36] Busch W (2010). Transcriptional control of a plant stem cell niche. Dev. Cell.

[37] Ikeda M, Mitsuda N, Ohme-Takagi M (2009). Arabidopsis WUSCHEL is a bifunctional transcription factor that acts as a repressor in stem cell regulation and as an activator in floral patterning. Plant Cell.

[38] Ma YF (2019). WUSCHEL acts as an auxin response rheostat to maintain apical stem cells in Arabidopsis. Nat. Commun..

[39] Tian C (2019). A gene expression map of shoot domains reveals regulatory mechanisms. Nat. Commun..

[40] Yadav RK, Girke T, Pasala S, Xie M, Reddy GV (2009). Gene expression map of the Arabidopsis shoot apical meristem stem cell niche. Proc. Natl Acad. Sci. USA.

[41] Hu JL (2015). Site-specific nitrosoproteomic identification of endogenously S-nitrosylated proteins in Arabidopsis. Plant Physiol..

[42] Feng J (2013). S-nitrosylation of phosphotransfer proteins represses cytokinin signaling. Nat. Commun..

[43] Jaffrey SR, Erdjument-Bromage H, Ferris CD, Tempst P, Snyder SH (2001). Protein S-nitrosylation: a physiological signal for neuronal nitric oxide. Nat. Cell Biol..

[44] Feng J, Chen L, Zuo J (2019). Protein S-nitrosylation in plants: current progresses and challenges. J. Integr. Plant Biol..

[45] Mallory A, Vaucheret H (2010). Form, function, and regulation of ARGONAUTE proteins. Plant Cell.

[46] Duan CG (2015). Specific but interdependent functions for Arabidopsis AGO4 and AGO6 in RNA-directed DNA methylation. EMBO J..

[47] Li ZC (2022). Origin, evolution, and diversification of plant ARGONAUTE proteins. Plant J..

[48] Rodriguez-Leal D, Castillo-Cobian A, Rodriguez-Arevalo I, Vielle-Calzada JP (2016). A primary sequence analysis of the ARGONAUTE protein family in plants. Front. Plant Sci..

[49] Eun C (2011). AGO6 functions in RNA-mediated transcriptional gene silencing in shoot and root meristems in Arabidopsis thaliana. PLoS ONE.

[50] Jaffrey SR, Snyder SH (2001). The biotin switch method for the detection of S-nitrosylated proteins. Sci. STKE.

[51] Jullien PE, Schroder JA, Bonnet DMV, Pumplin N, Voinnet O (2022). Asymmetric expression of Argonautes in reproductive tissues. Plant Physiol..

[52] Zheng Q (2013). RNA polymerase V targets transcriptional silencing components to promoters of protein-coding genes. Plant J..

[53] Zhou Y (2015). Control of plant stem cell function by conserved interacting transcriptional regulators. Nature.

[54] Brand U, Grunewald M, Hobe M, Simon R (2002). Regulation of CLV3 expression by two homeobox genes in Arabidopsis. Plant Physiol..

[55] Zhao Z (2010). Hormonal control of the shoot stem-cell niche. Nature.

[56] Buechel S (2010). Role of A-type ARABIDOPSIS RESPONSE REGULATORS in meristem maintenance and regeneration. Eur. J. Cell Biol..

[57] Bouyer D (2017). DNA methylation dynamics during early plant life. Genome Biol..

[58] Goll MG, Bestor TH (2005). Eukaryotic cytosine methyltransferases. Annu. Rev. Biochem..

[59] He XJ, Chen T, Zhu JK (2011). Regulation and function of DNA methylation in plants and animals. Cell Res..

[60] Schmitz RJ, Lewis ZA, Goll MG (2019). DNA methylation: shared and divergent features across eukaryotes. Trends Genet..

[61] Deaton AM, Bird A (2011). CpG islands and the regulation of transcription. Genes Dev..

[62] Heard E, Martienssen RA (2014). Transgenerational epigenetic inheritance: myths and mechanisms. Cell.

[63] Jullien PE, Susaki D, Yelagandula R, Higashiyama T, Berger F (2012). DNA methylation dynamics during sexual reproduction in Arabidopsis thaliana. Curr. Biol..

[64] Law JA, Jacobsen SE (2010). Establishing, maintaining and modifying DNA methylation patterns in plants and animals. Nat. Rev. Genet..

[65] Feng S, Jacobsen SE, Reik W (2010). Epigenetic reprogramming in plant and animal development. Science.

[66] Kawakatsu T (2016). Unique cell-type-specific patterns of DNA methylation in the root meristem. Nat. Plants.

[67] Nguyen V, Gutzat R (2022). Epigenetic regulation in the shoot apical meristem. Curr. Opin. Plant Biol..

[68] Higo A (2020). DNA methylation is reconfigured at the onset of reproduction in rice shoot apical meristem. Nat. Commun..

[69] Gutzat R (2020). Arabidopsis shoot stem cells display dynamic transcription and DNA methylation patterns. EMBO J..

[70] Jumper J (2021). Highly accurate protein structure prediction with AlphaFold. Nature.

[71] Varadi M (2022). AlphaFold Protein Structure Database: massively expanding the structural coverage of protein-sequence space with high-accuracy models. Nucleic Acids Res..

[72] Wenzl C, Lohmann JU (2023). 3D imaging reveals apical stem cell responses to ambient temperature. Cells Dev..

[73] Lampropoulos A (2013). GreenGate - a novel, versatile, and efficient cloning system for plant transgenesis. PLoS ONE.

[74] Andersen SU (2008). Requirement of B2-type cyclin-dependent kinases for meristem integrity in Arabidopsis thaliana. Plant Cell.

[75] Wang LK, Feng ZX, Wang X, Wang XW, Zhang XG (2010). DEGseq: an R package for identifying differentially expressed genes from RNA-seq data. Bioinformatics.

[76] Feng S, Zhong Z, Wang M, Jacobsen SE (2020). Efficient and accurate determination of genome-wide DNA methylation patterns in Arabidopsis thaliana with enzymatic methyl sequencing. Epigenetics Chromatin.

[77] Zeng J (2021). Endogenous stress-related signal directs shoot stem cell fate in Arabidopsis thaliana. Nat. Plants.

# Supplementary material for: Nitric oxide controls shoot meristem activity via regulation of DNA methylation
**Source:** Nat Commun. 2023 Dec 4;14:8001. doi: 10.1038/s41467-023-43705-1
**Supplement:** Supplementary file 1 — Supplementary Information

# **Nitric Oxide controls shoot meristem activity via regulation of DNA methylation**

***Jian Zeng<sup>1, 4</sup>, Xin' Ai Zhao<sup>1, 4</sup>, Zhe Liang<sup>1, 2</sup>, Inés Hidalgo<sup>1</sup>, Michael Gebert<sup>1, 3</sup>, Pengfei Fan<sup>1</sup>, Christian Wenzl<sup>1</sup>, Sebastian G. Gornik<sup>1</sup> & Jan U. Lohmann<sup>1, \*</sup>***

<sup>4</sup> These authors contributed equally: Jian Zeng, Xin' Ai Zhao.

**This PDF file includes:**

**Supplementary Methods**

**Supplementary Figures 1 to 21**

**Supplementary References**

## Supplementary Methods

**Quantitative RT-PCR.** Whole seedlings or inflorescence apices were dissected as previously described and were immediately transferred to liquid nitrogen<sup>1</sup>. Total RNA was performed using the RNAeasy Plant Mini Kit following the manufacturer instructions (Qiagen). cDNA was prepared using cDNA synthesis kit after DNase treatment (Thermo Fischer). Primers used for RT-qPCR were designed for amplifying products of 100 to 300 bp in length, and primer sequences are listed in Supplementary Table 7. Quantitative PCR was performed using SYBR Green kit (EurX) with the following PCR conditions: Step 1, 95°C for 5 mins; Step 2, 40 cycles of 95°C for 10 s followed by 57°C for 30 s and 72°C for 30 s; Step 3, 72°C for 10 mins; and Step 4, 20°C for 10 s. *PP2A* was used to normalize mRNA levels.

**Co-IP assays.** Each construct was introduced into *Agrobacterium* ASE cells, which were used subsequently to infiltrate leaves of *Nicotiana benthamiana*. For co-IP, nuclear proteins were isolated from formaldehyde-fixed leaves. Immunoprecipitation was carried out with GFP-Trap agarose beads following manufacturer instructions. GFP- or mCherry-tagged proteins in the input and immunoprecipitated were detected by immunoblotting using anti-GFP antibody (Abcam, ab290) or anti-mCherry antibody (Abcam, ab125096). For co-IP experiment in *Arabidopsis*, total proteins were extracted from *pUBQ10::mCherry-GR-WUS* and *pUBQ10::mCherry-GR* seedlings upon Dex induction and, were immunoprecipitated using an anti-mCherry antibody

(Abcam, ab125096) and then detected with anti-mCherry (Abcam, ab125096) and anti-AGO4 (Agrisera, AS09617) antibodies.

**Heatmaps.** Heatmaps were generated using the “heatmap” or “heatmap2” program in R project, version 3.1.0. The software packages were downloaded from Bioconductor (<http://bioconductor.org>). The values of the relative expression levels of the genes for heatmaps consisted of log2-transformed data.

**eChIP.** The eChIP experiments were performed as described<sup>2</sup>. Briefly, 0.1g 7-day old seedlings were crosslinked with 1% formaldehyde for 15 mins and quenched with 0.2M glycine at room temperature. A Diagenode Bioruptor UCD-200 was used for sonication and the RFP-Trap Magnetic Agarose (ChromoTek, rtma-20) was used to precipitate chromatin.

## Supplementary Figures and Legends

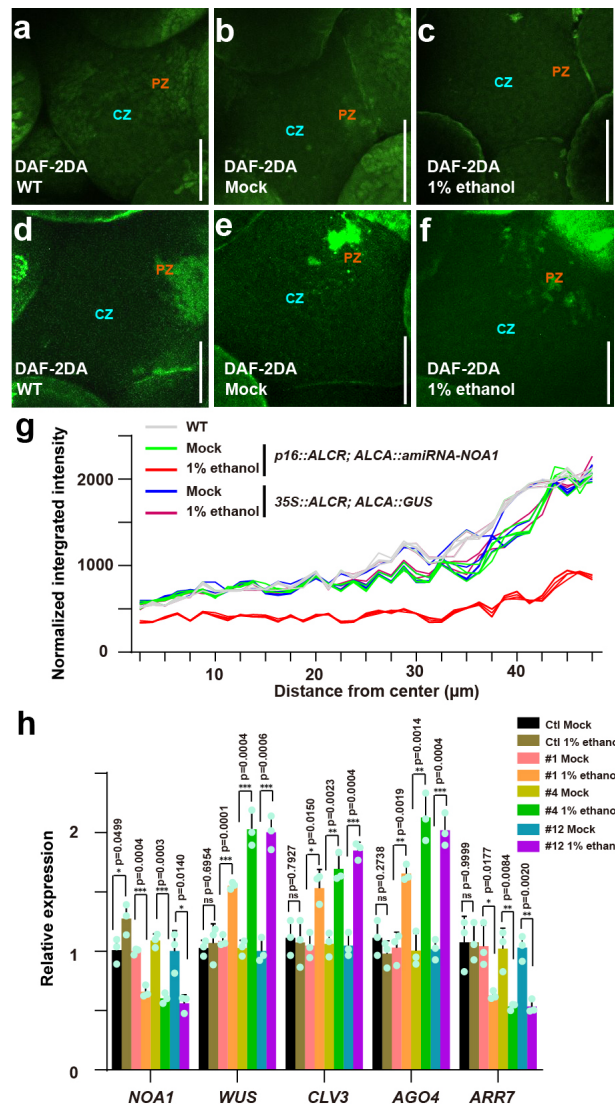

**Supplementary Fig. 1 | Transient decrease of NO levels affects stem cell regulation.**

**a-c**, DAF-2DA staining in wild type (**a**) and in *p16::AlcR; pAlcA::amiRNA-NOA1* transgenic plants with (**c**) and without (**b**) 1% ethanol induction. Scale bars, 50 μm. **d-f**, DAF-2DA staining in wild type (**d**) and in the *p35S::AlcR; pAlcA::GUS* transgenic plants with (**f**) and without (**e**) 1% ethanol induction. Scale bars, 50 μm. **g**, Quantification of DAF-2DA fluorescent intensity in wild type and *p16::ALCR; pAlcA::amiRNA-NOA1* and *p35S::ALCR; pAlcA::GUS* transgenic plants with or without 1% ethanol induction. *n* = 5 independent plants. **h**, RT-qPCR quantification of *NOA1*, *WUS*, *CLV3*, *AGO4* and *ARR7* expression levels in the control (Ctl) (*p35S::AlcR; pAlcA::GUS*) and *p16::AlcR; pAlcA::amiRNA-NOA1* transgenic plants with or without 1% ethanol induction. Data are shown as mean ± s.d.; *n* = 3 biological replicates, two-sided Student's *t*-tests, \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001; ns, no significant difference. All experiments were repeated at least two times (each time using multiple shoot apices from multiple plants), with similar results.

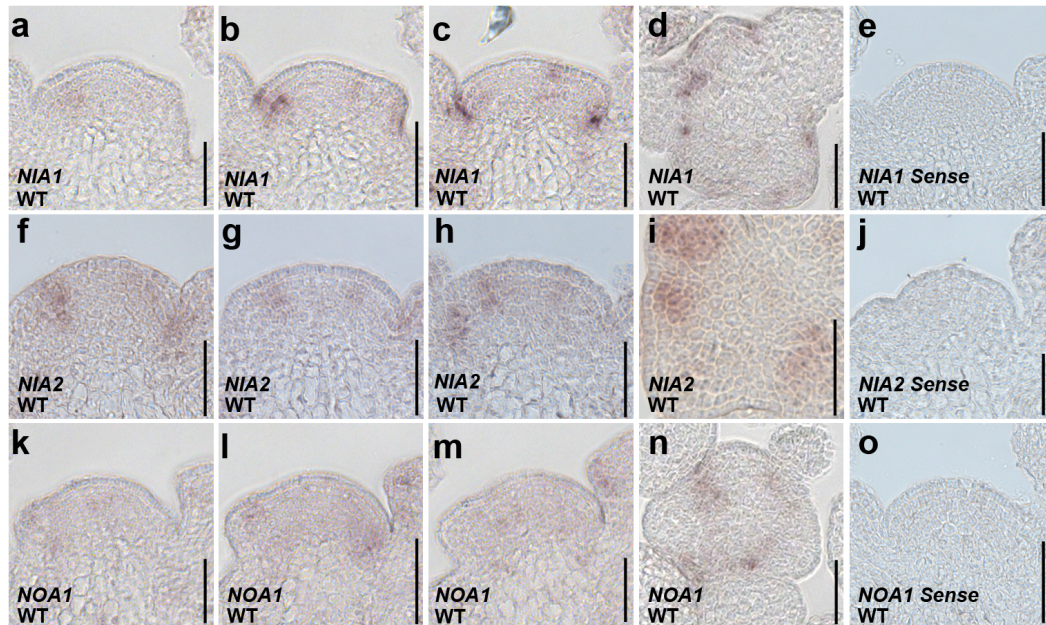

**Supplementary Fig. 2 | Expression patterns of NO biosynthesis genes in wild-type SAMs.**

**a-d**, *NIA1* expression patterns in the SAM at the reproductive stage (**a-c**, serial longitudinal sections; **d**, transverse section). Scale bars, 50  $\mu$ m. **e**, Negative control using *NIA1* sense probe. Scale bar, 50  $\mu$ m. **f-i**, *NIA2* expression patterns in the SAM at the reproductive stage (**f-h**, serial longitudinal sections; **i**, transverse section). Scale bars, 50  $\mu$ m. **j**, Negative control using *NIA2* sense probe. Scale bar, 50  $\mu$ m. **k-n**, *NOA1* expression patterns in the SAM at the reproductive stage (**k-m**, serial longitudinal sections; **n**, transverse section). Scale bars, 50  $\mu$ m. **o**, Negative control using *NOA1* sense probe. Scale bar, 50  $\mu$ m. All experiments were repeated independently at least two times, with similar results.

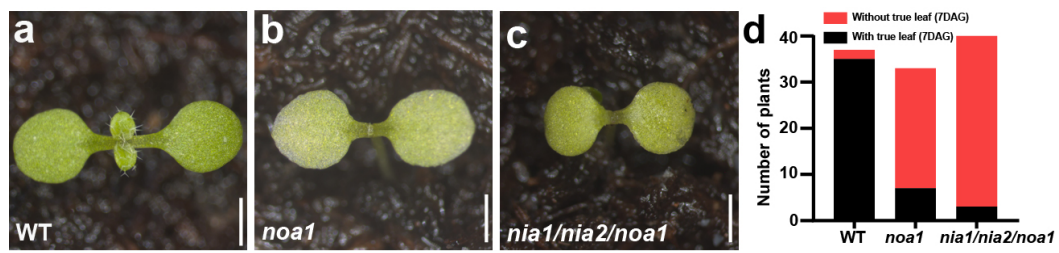

**Supplementary Fig. 3 | Nitric oxide is required for seedling development.**

**a-c**, Representative phenotypes of wild type (**a**), *noa1* (**b**), and *nia1/nia2/noa1* plants (**c**) seedlings seven days after germination. Scale bars, 1 mm. **d**, The percentage of wild type (n = 37 independent plants), *noa1* (n = 33 independent plants) and *nia1/nia2/noa1* (n = 40 independent plants) plants with the first pair of true leaves 7 days after germination. All experiments were repeated independently at least two times, with similar results.

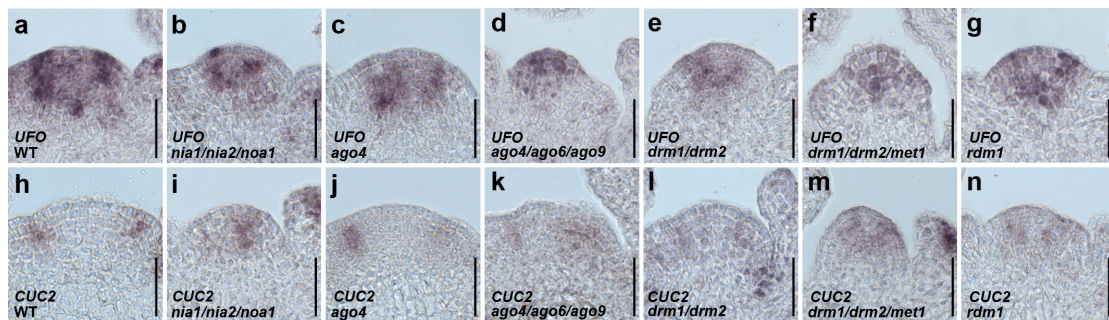

**Supplementary Fig. 4 | Expression patterns of *UFO* and *CUC2* in NO and RdDM mutants.**

**a-g**, *UFO* expression patterns in wild type (**a**) and in *nia1/nia2/noa1* (**b**), *ago4* (**c**), *ago4/ago6/ago9* (**d**), *drm1/drm2* (**e**), *drm1/drm2/met1* (**f**), *rdm1* mutants (**g**). Scale bars, 50 μm. **h-n**, *CUC2* expression patterns in wild type (**h**) and in *nia1/nia2/noa1* (**i**), *ago4* (**j**), *ago4/ago6/ago9* (**k**), *drm1/drm2* (**l**), *drm1/drm2/met1* (**m**), *rdm1* mutants (**n**). Scale bars, 50 μm. All experiments were repeated independently at least two times on pools of apices of at least 15 plants, with similar results.

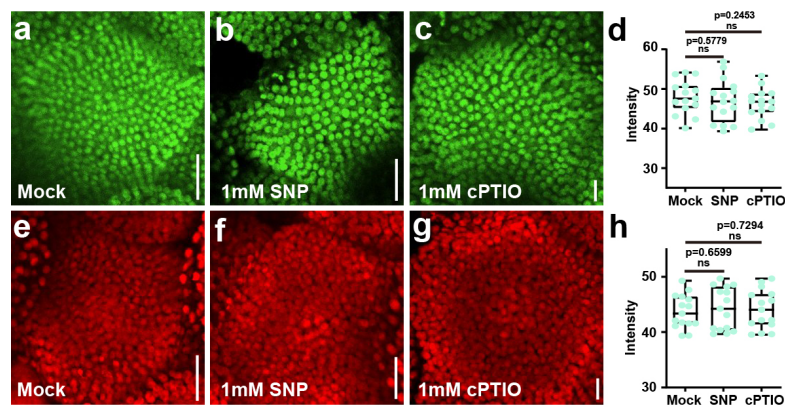

**Supplementary Fig. 5 | NO donor and scavenger treatments do not affect the activity of fluorescent proteins *in vivo*.**

**a-c**, In the *pH3.3::GFP* transgenic plants, the intensity of the GFP signals were examined using the treatments with Mock (**a**), 1mM SNP (**b**) and 1mM c-PTIO (**c**). Scale bars, 50 μm. **d**, Quantification of GFP fluorescent intensity in (**a-c**). The error bars indicate the highest and lowest values, the box indicates the middle 50%, the centre line indicates the median, the whiskers indicate the data range within  $1.5 \times$  the interquartile range and outliers are not shown.  $n = 15$  independent plants, two-sided student's t-test; ns, no significant difference. **e-g**, In the *pUBQ10::mCherry* transgenic plants, the intensity of the mCherry signals were examined using the treatments with Mock (**e**), 1mM SNP (**f**) and 1mM c-PTIO (**g**). Scale bars, 50 μm. **h**, Quantification of mCherry fluorescent intensity in (**e-g**). The error bars indicate the highest and lowest values, the box indicates the middle 50%, the centre line indicates the median, the whiskers indicate the data range within  $1.5 \times$  the interquartile range and outliers are not shown.  $n = 15$  independent plants, two-sided student's t-test; ns, no significant difference. All experiments were repeated independently at least two times on pools of apices of at least 15 plants, with similar results.

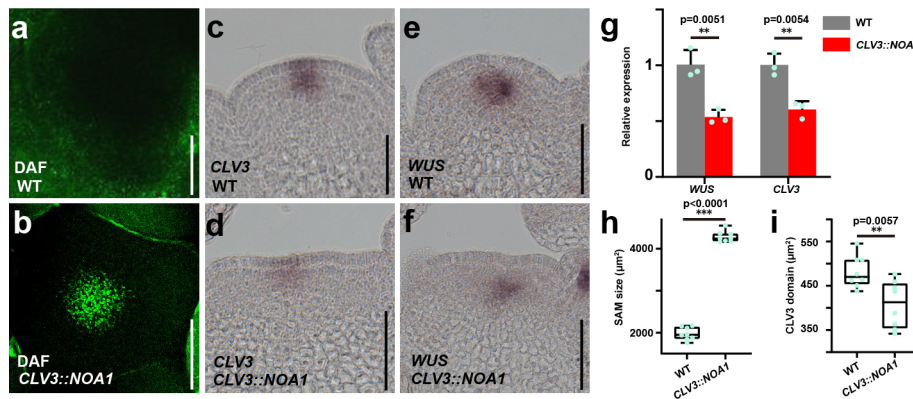

**Supplementary Fig. 6 | Nitric oxide promotes PZ fate.**

**a, b**, DAF-2DA staining in wild type (**a**) and *pCLV3::NOA1* transgenic plants (**b**). Scale bars, 50  $\mu\text{m}$ . **c, d**, *CLV3* expression patterns in the wild type (**c**) and *pCLV3::NOA1* transgenic plants (**d**). **e, f**, *WUS* expression patterns in the wild type (**e**) and *pCLV3::NOA1* transgenic plants (**f**). **g**, RT-qPCR was performed to detect the expression levels of *WUS* and *CLV3* in the wild type and *pCLV3::NOA1* transgenic plants. The data are shown as mean  $\pm$  s.d.;  $n=3$  biological replicates, two-sided Student's t-tests, \*\* $P<0.01$ . All experiments were repeated at least two times (each time using multiple shoot apices from multiple plants), with similar results. **h, i**, Quantification the SAM size (**h**) and the size of stem cell region (**i**) in the wild type and *pCLV3::NOA1* plants. The error bars indicate the highest and lowest values, the box indicates the middle 50%, the centre line indicates the median, the whiskers indicate the data range within 1.5 $\times$  the interquartile range and outliers are not shown.  $n=8$  independent plants, two-sided Student's t-tests, \*\* $p<0.01$ , \*\*\* $p<0.001$ . Scale bars, 50  $\mu\text{m}$ . All experiments were repeated independently at least two times, with similar results.

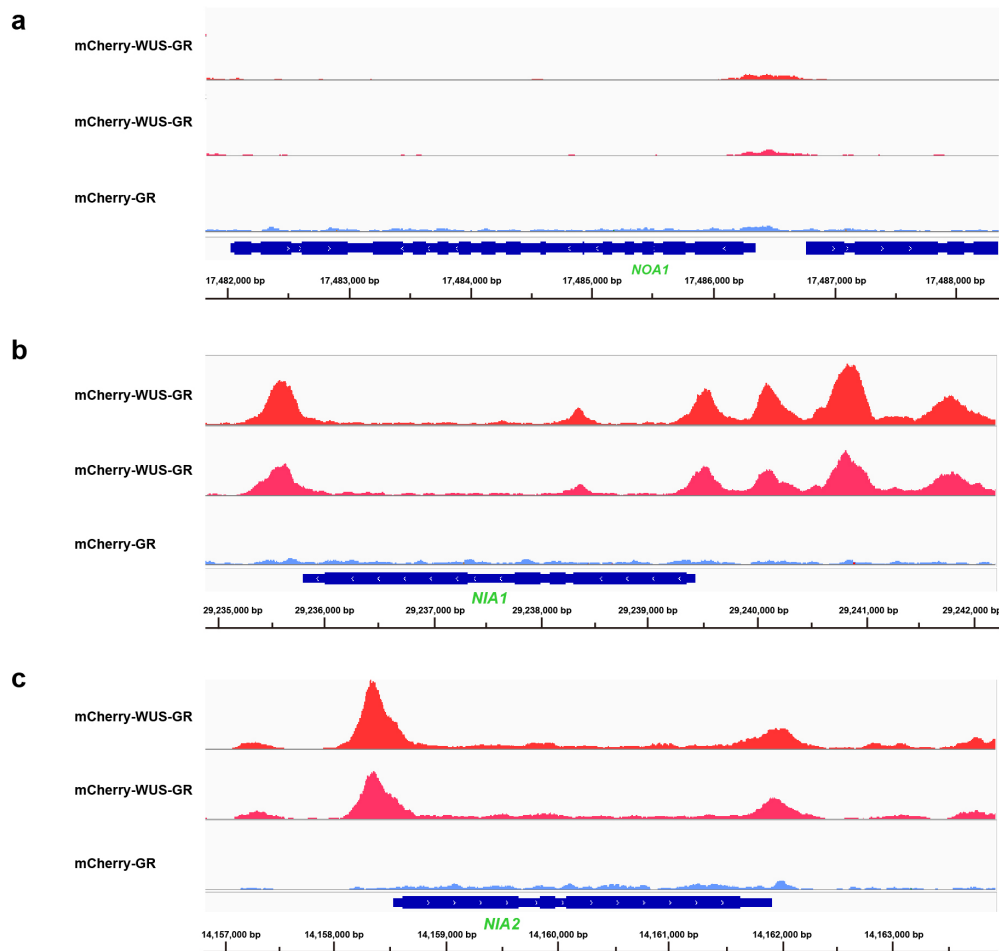

**Supplementary Fig. 7 | WUS associates with the promoters of NO biosynthesis genes.**

**a-c**, WUS ChIP-seq traces of *NOA1* (**a**), *NIA1* (**b**) and *NIA2* (**c**) genomic regions after eChIP<sup>2</sup> on *pUBQ10::mCherry-GR-WUS* seedlings after Dex induction for 4 h.

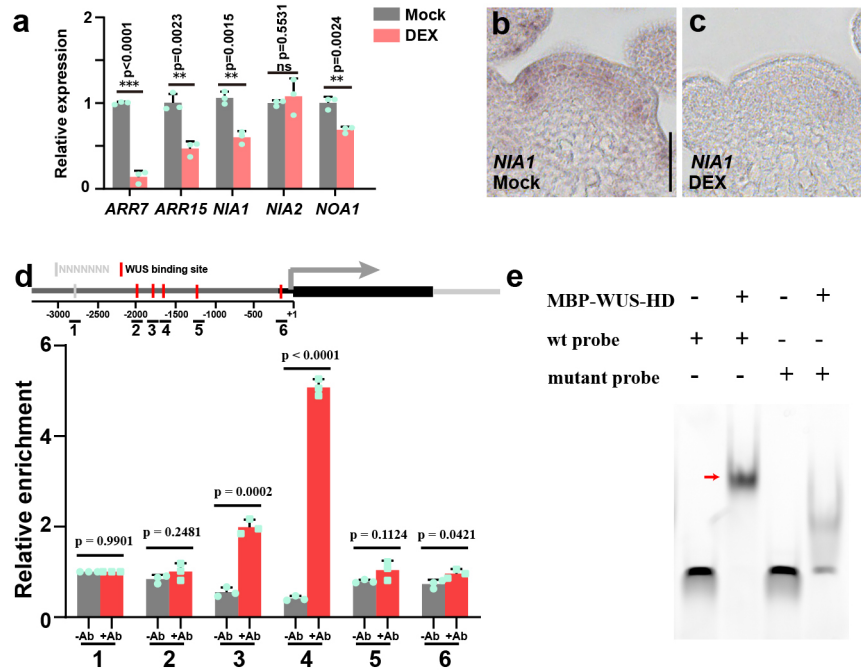

### Supplementary Fig. 8 | *WUS* directly represses *NIA1* expression.

**a**, Measurement of *ARR7*, *ARR15*, *NIA1*, *NIA2* and *NOA1* expression levels in the *pUBQ10::mCherry-GR-WUS* transgenic plants with and without Dex induction using RT-qPCR. The data are shown as mean  $\pm$  s.d.; n=3 biological replicates, two-sided Student's t-tests, \*\*p<0.01, \*\*\*p<0.001; ns, no significant difference. **b**, **c**, *NIA1* expression patterns in the *pUBQ10::mCherry-GR-WUS* transgenic plants with (c) and without (b) Dex induction. Scale bars, 50  $\mu$ m. **d**, Enrichment of *NIA1* fragments after ChIP. Regions 1 to 6 are located in the *NIA1* promoter. -Ab, no antibody control; +Ab, with GR antibody. Red boxes indicates WUS binding motifs. The data are shown as mean  $\pm$  s.d.; three independent experiments each for -Ab and +Ab. **e**, EMSA showing that WUS binds to the promoter (Region 4) of *NIA1* *in vitro*. The red arrow indicates specific interactions. All experiments were repeated at least two times, with similar results.

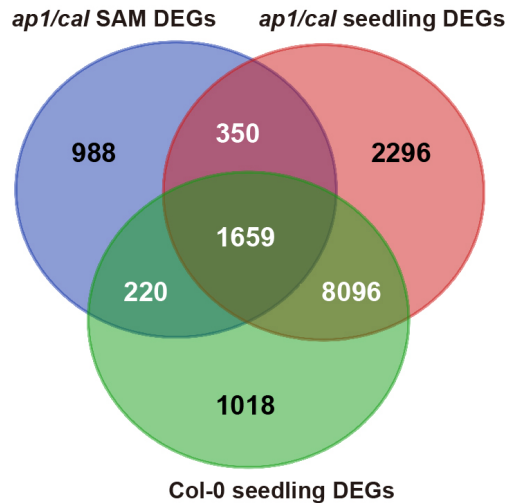

**Supplementary Fig. 9 | Comparison of transcriptional responses to NO in seedlings and SAMs of wild type and *ap1/cal* mutants .**

Venn diagram showing the overlap of DEGs in *ap1/cal* SAM and in Col-0, *ap1/cal* mutant seedling under 1mM SNP treatments.

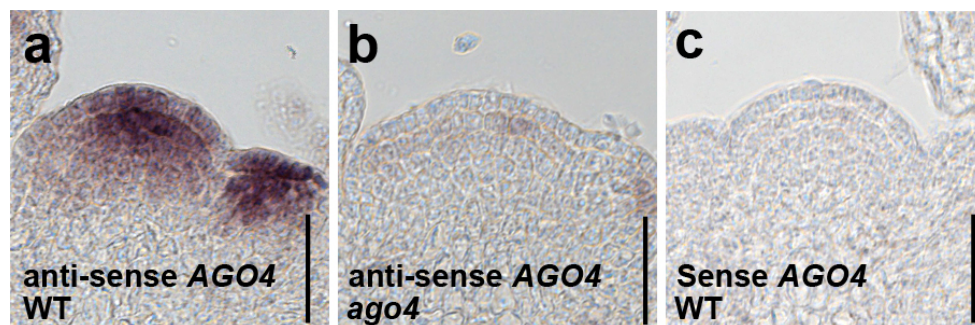

**Supplementary Fig. 10 | AGO4 expression patterns in the SAM.**

**A,b**, AGO4 expression patterns in wild type (a) and *ago4* mutant (b). **c**, Negative control using a AGO4 sense probe. Scale bars, 50  $\mu$ m. All experiments were repeated independently at least two times on pools of apices of at least 15 plants, with similar results.

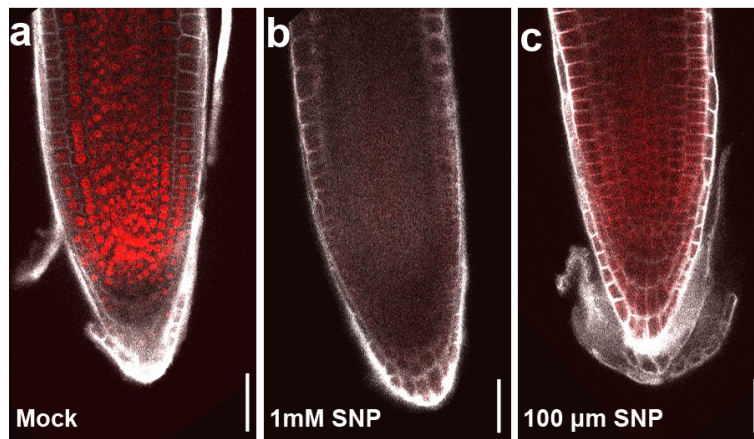

**Supplementary Fig. 11 | Nitric oxide affects AGO4 protein accumulation in the root apical meristem (RAM).**

**a-c**, AGO4-mCherry protein distribution in the RAM of *pAGO4::AGO4-mCherry/ago4* rescue plants after Mock (**a**), 1mM SNP (**b**) and 100  $\mu$ M SNP (**c**) treatments. Scale bars, 50  $\mu$ m. All experiments were repeated independently at least two times on pools of at least 15 seedlings, with similar results.

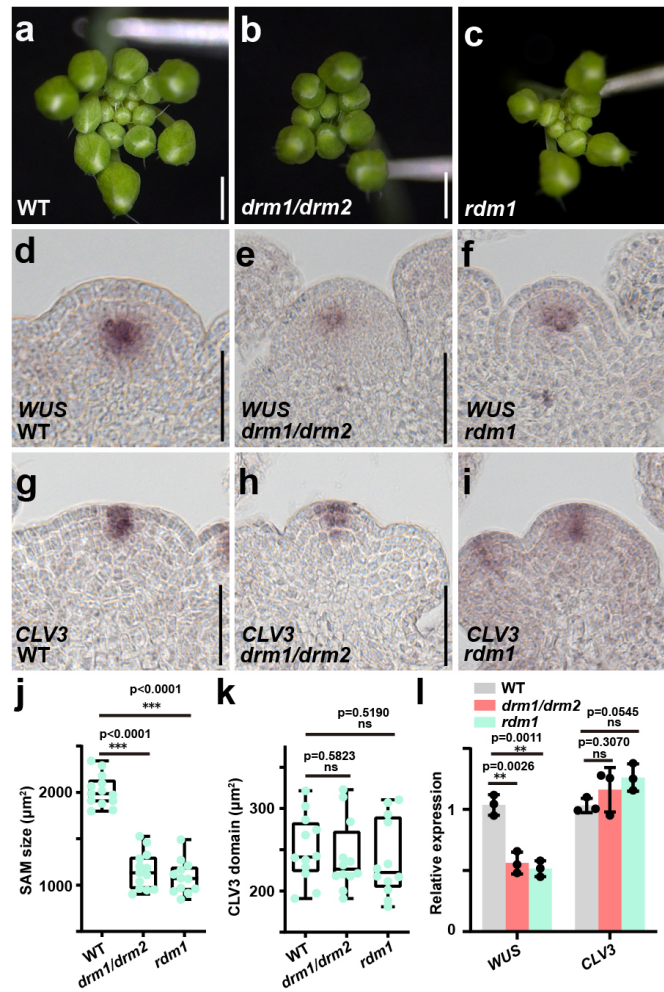

**Supplementary Fig. 12 | The RdDM pathway is required for stem cell homeostasis.**

**a-c**, Representative inflorescence phenotypes of wild type (**a**), *drm1/drm2* (**b**), and *rdm1* mutants (**c**). Scale bars, 1 mm. **d-f**, *WUS* expression patterns in wild type (**d**), *drm1/drm2* (**e**), and *rdm1* mutants (**f**). Scale bars, 50  $\mu\text{m}$ . **g-i**, *CLV3* expression patterns in wild type (**g**), *drm1/drm2* (**h**), and *rdm1* mutants (**i**). Scale bars, 50  $\mu\text{m}$ . **j, k**, Quantification of SAM size (**j**) and the size of stem cell region (**k**) in wild type, *drm1/drm2*, and *rdm1* mutants. The error bars indicate the highest and lowest values, the box indicates the middle 50%, the centre line indicates the median, the whiskers indicate the data range within  $1.5 \times$  the interquartile range and outliers are not shown.  $n = 12$  independent plants, two-sided Student's *t*-tests, \*\*\* $p < 0.001$ ; ns, no significant difference. **l**, RT-qPCR quantification of *WUS* and *CLV3* expression levels in wild type, *drm1/drm2* and *rdm1* mutants shown as mean  $\pm$  s.d.;  $n = 3$  biological replicates, two-sided Student's *t*-tests, \*\* $P < 0.01$ ; ns, no significant difference. All experiments were repeated independently at least two times on pools of apices of at least 30 plants, with similar results.

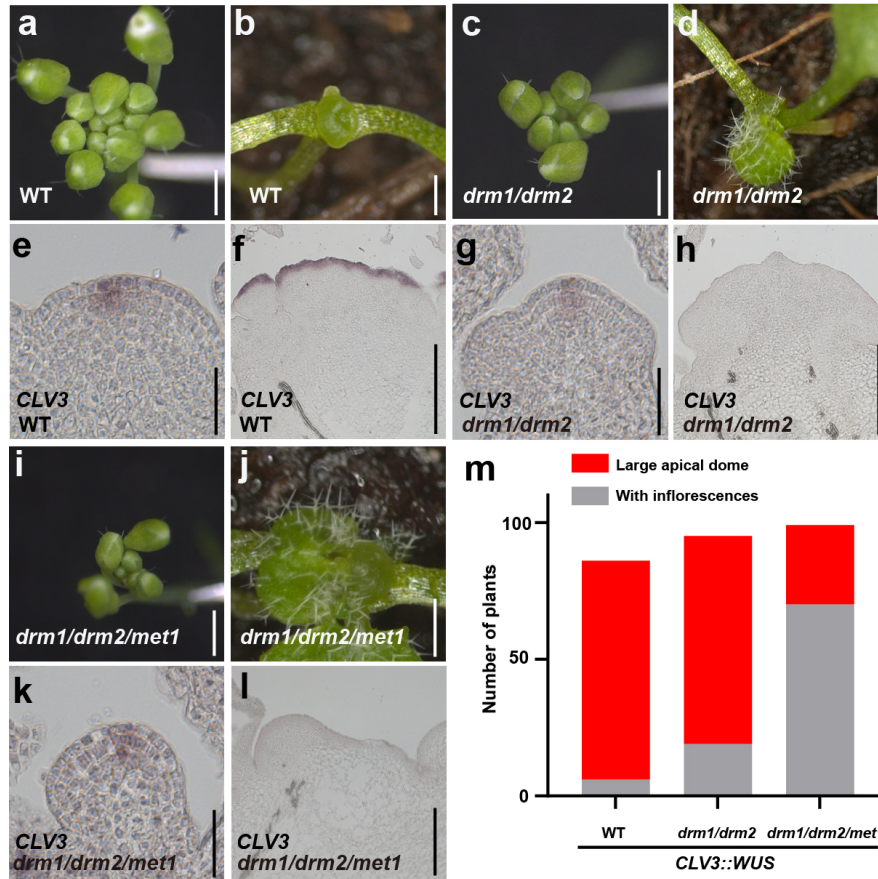

**Supplementary Fig. 13 | RdDM pathway is required for WUS protein function.**

**a-d**, Phenotypic analysis independent transgenic plants (T1) of *pCLV3::WUS* in wild type (**a, b**) and *drm1/drm2* (**c, d**) background showing two classes of phenotypes with (**a, c**) and without (**b, d**) inflorescences. **e-h**, *CLV3* expression patterns in the SAM of *pCLV3::WUS* in wild type (**e, f**) and *drm1/drm2* (**g, h**) background with (**e, g**) and without (**f, h**) inflorescences. **i, j**, Phenotypic analysis of independent T1 plants of *pCLV3::WUS* in the *drm1/drm2/met1* (**i, j**) triple mutants showing two classes of phenotypes with (**i**) and without (**j**) inflorescences. **k, l**, *CLV3* expression patterns in the SAM of *pCLV3::WUS* in the *drm1/drm2/met1* triple mutants with (**k**) and without (**l**) inflorescences. **m**, Phenotypic quantification of *pCLV3::WUS* in the wild type (n = 86 independent plants), *drm1/drm2* (n = 95 independent plants) and *drm1/drm2/met1* (n = 99 independent plants) background. All experiments were repeated independently at least two times, with similar results.

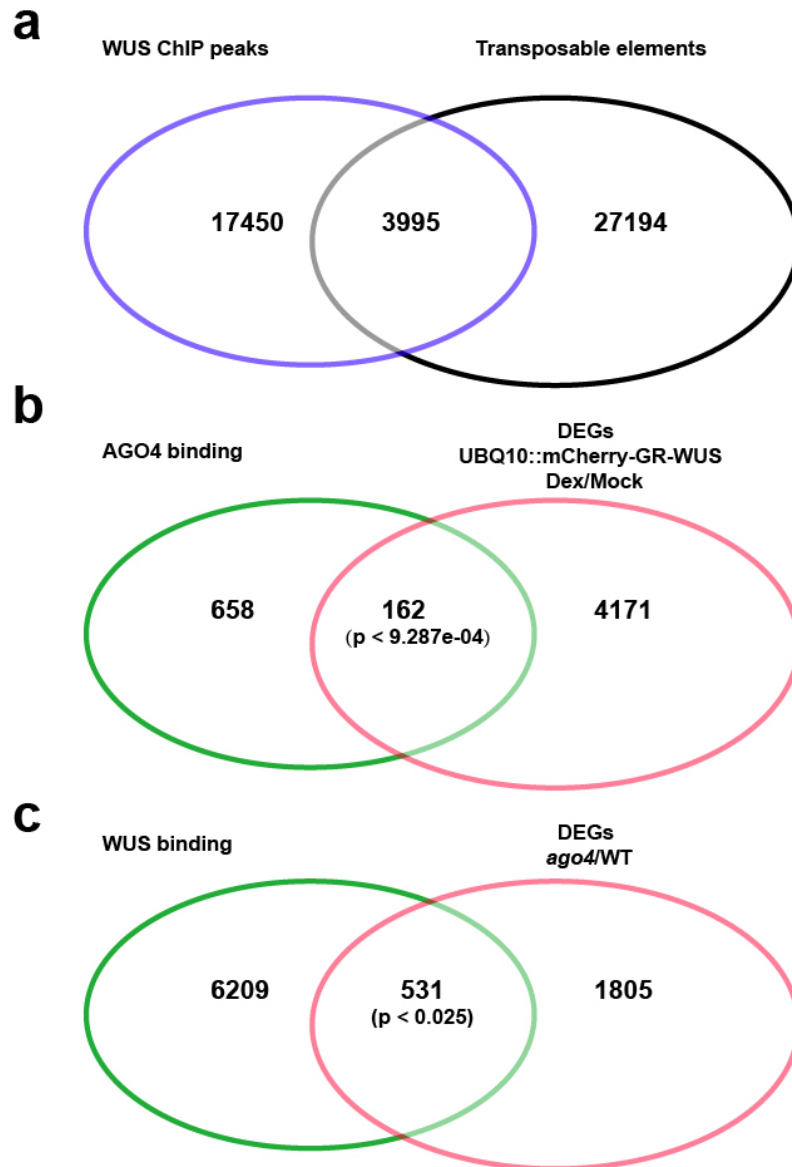

**Supplementary Fig. 14 | WUS regulates transposable elements.**

**a**, Venn diagram showing the overlap of annotated transposable elements and WUS binding peaks <sup>3</sup>. **b**, Venn diagram showing the overlap of AGO4 targets <sup>4</sup> and DEGs in response to WUS induction. **c**, Venn diagram showing the overlap of WUS targets and DEGs in *ago4* mutant vs wild type (GSE18928).

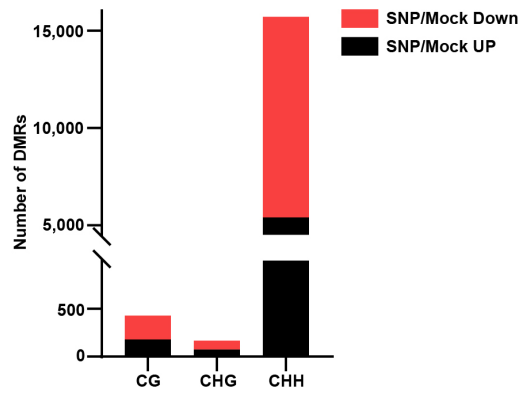

**Supplementary Fig. 15 | NO affects DNA methylation patterns in the SAM.**

Stratification of differentially methylated regions (DMRs) using our methylation data into CG (differentially methylated only in the CG context), CHG (differentially methylated only in the CHG context), and CHH (differentially methylated only in the CHH context) types.

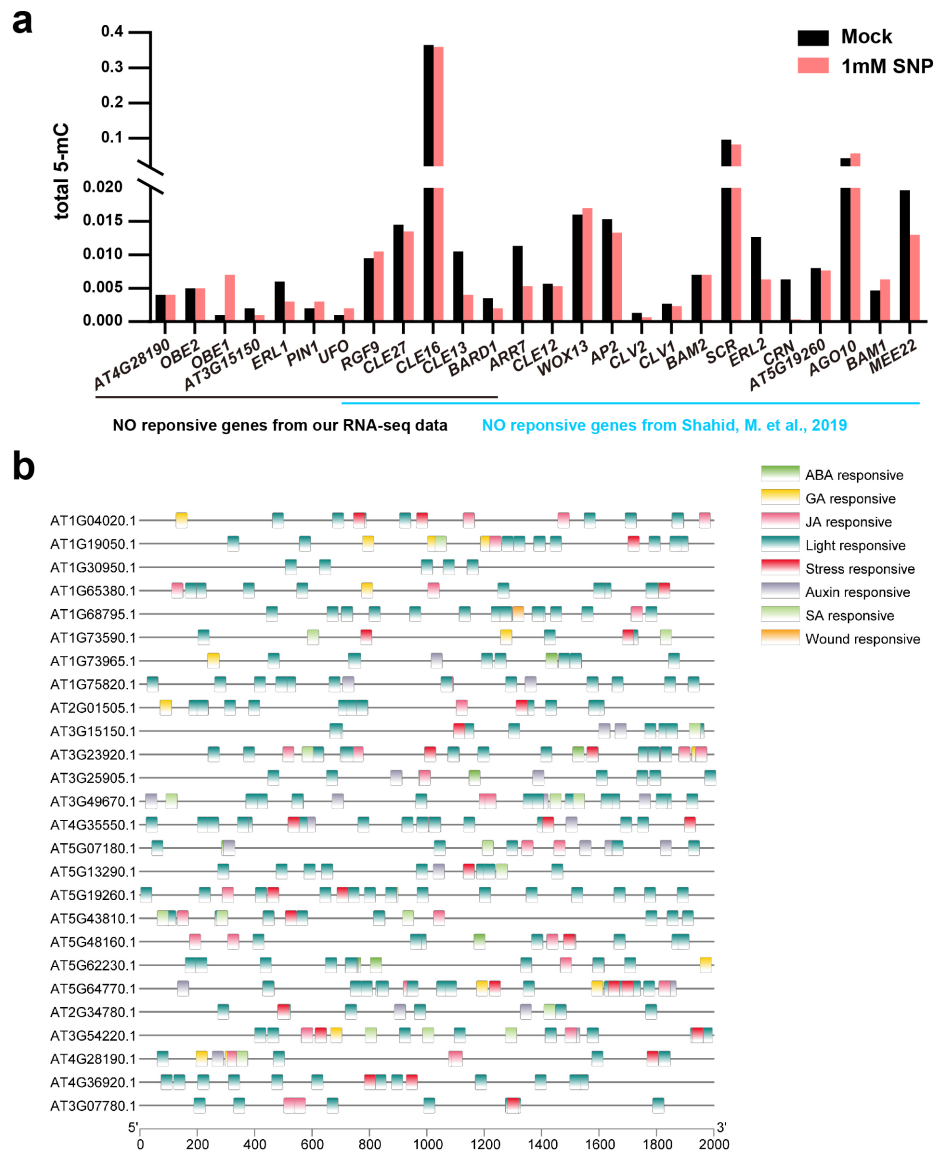

**Supplementary Fig. 16 | NO affects DNA methylation of stem cell related genes.**

**a**, Total 5-mC DNA methylation levels at loci harboring NO responsive stem cell related genes in our dataset. **b**, Common responsive elements analysis of the NO responsive stem cell related genes.

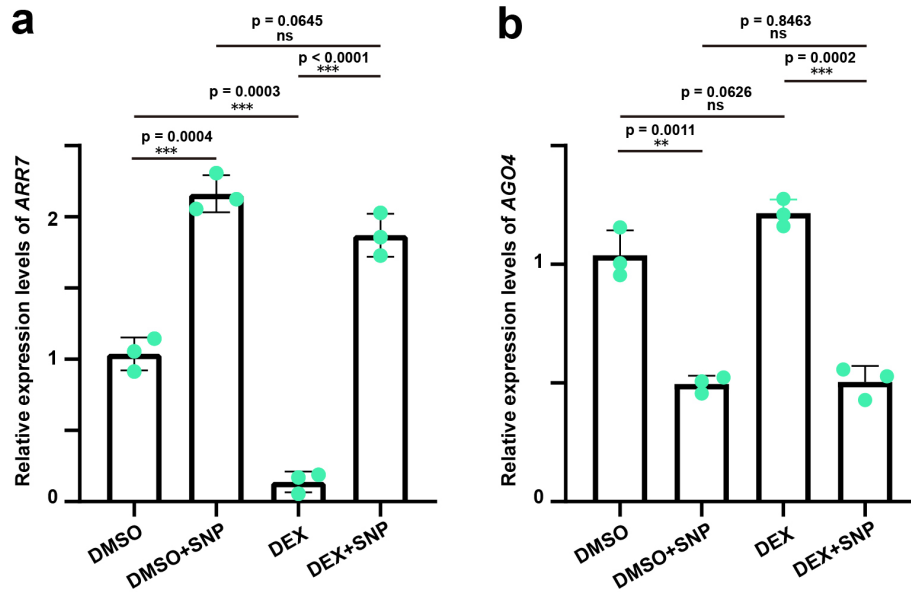

**Supplementary Fig. 17 | *AGO4* mediates NO signals to induce *ARR7* expression.**

**a-b**, RT-qPCR measurements of *ARR7* (a) and *AGO4* (b) expression in *pUBQ10::mCherry-GR-WUS* plants with and without SNP/Dex induction. Data are shown as mean  $\pm$  s.d.;  $n=3$  biological replicates, two-sided Student's t-tests, \*\* $p < 0.01$ , \*\*\* $p < 0.001$ ; ns, no significant difference. All experiments were repeated independently at least two times on pools of apices of at least 30 plants, with similar results.

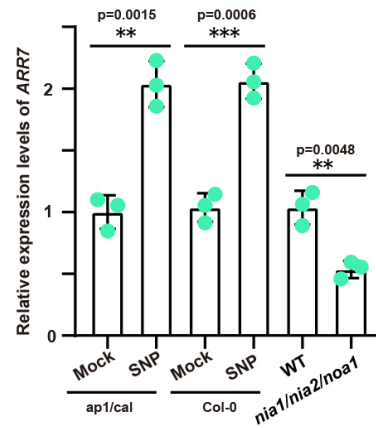

### Supplementary Fig. 18 | NO signaling induces *ARR7* expression.

RT-qPCR measurements of *ARR7* expression levels in *ap1/cal* and Col-0 plants under SNP treatment, and *ARR7* expression levels in wild type and *nia1/2noa1* mutant. Data are shown as mean  $\pm$  s.d.;  $n=3$  biological replicates, two-sided Student's *t*-tests, \*\* $p < 0.01$ , \*\*\* $p < 0.001$ . All experiments were repeated independently at least two times on pools of apices of at least 30 plants, with similar results.

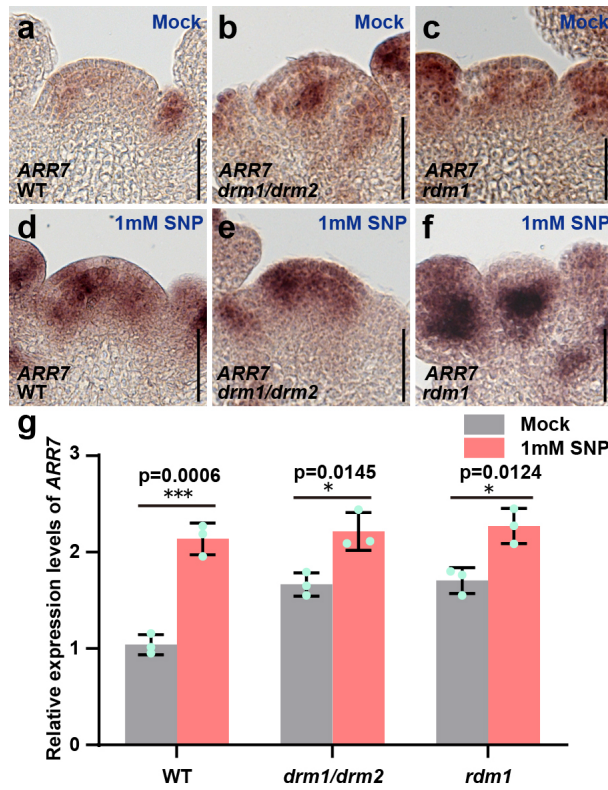

**Supplementary Fig. 19 | The RdDM pathway mediates NO signaling for proper expression of stem cell regulators.**

**a-c**, *ARR7* expression patterns in wild type (**a**), *drm1/drm2* (**b**) and *rdm1* (**c**) after mock treatment. **d-f**, *ARR7* expression patterns in wild type (**d**), *drm1/drm2* (**e**) and *rdm1* (**f**) after 1mM SNP treatment. **g**, Quantification of *ARR7* transcripts levels in wild type, *drm1/drm2* and *rdm1* after mock and SNP treatments shown as mean  $\pm$  s.d.; n=3 biological replicates, two-sided Student's t-tests, \*p<0.05, \*\*\*p<0.001. All experiments were repeated independently at least two times on pools of apices of at least 30 plants, with similar results. Scale bars, 50  $\mu$ m.

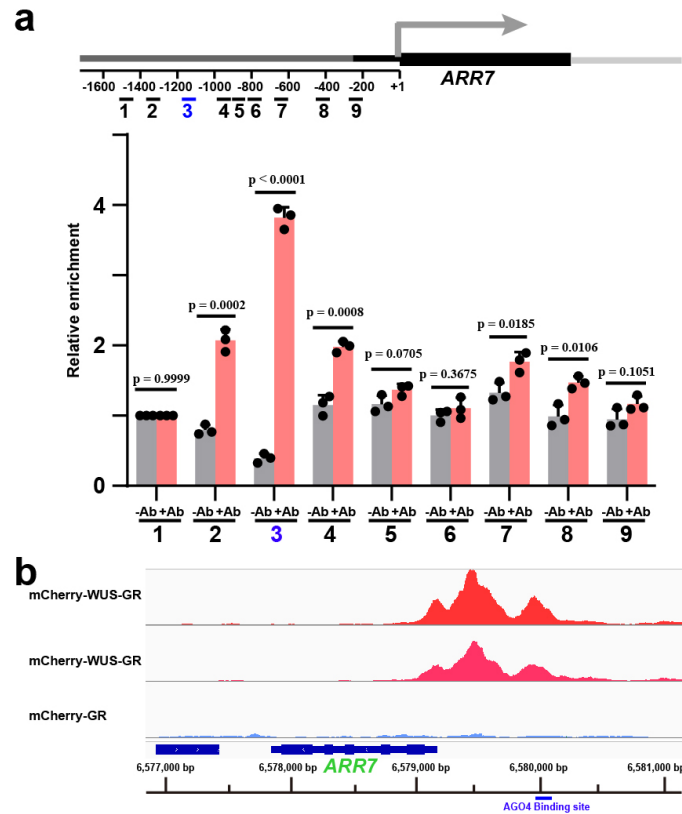

**Supplementary Fig. 20 | AGO4 binds *ARR7* promoter *in vivo*.**

**a**, Enrichment of fragments of the *ARR7* regulatory region after ChIP using mCherry-AGO4 rescue plants. Regions 1 to 9 are located in the *ARR7* promoter. -Ab, no antibody control; +Ab, with mCherry antibody. The red box indicates WUS binding region. The data are shown as mean  $\pm$  s.d.; three independent experiments we carried out each for -Ab and +Ab. The experiment was repeated independently at least two times, with similar results. **b**, WUS ChIP-seq traces of the *ARR7* genomic region after eChIP<sup>2</sup> on *pUBQ10::mCherry-GR-WUS* seedlings after Dex induction for 4 h.

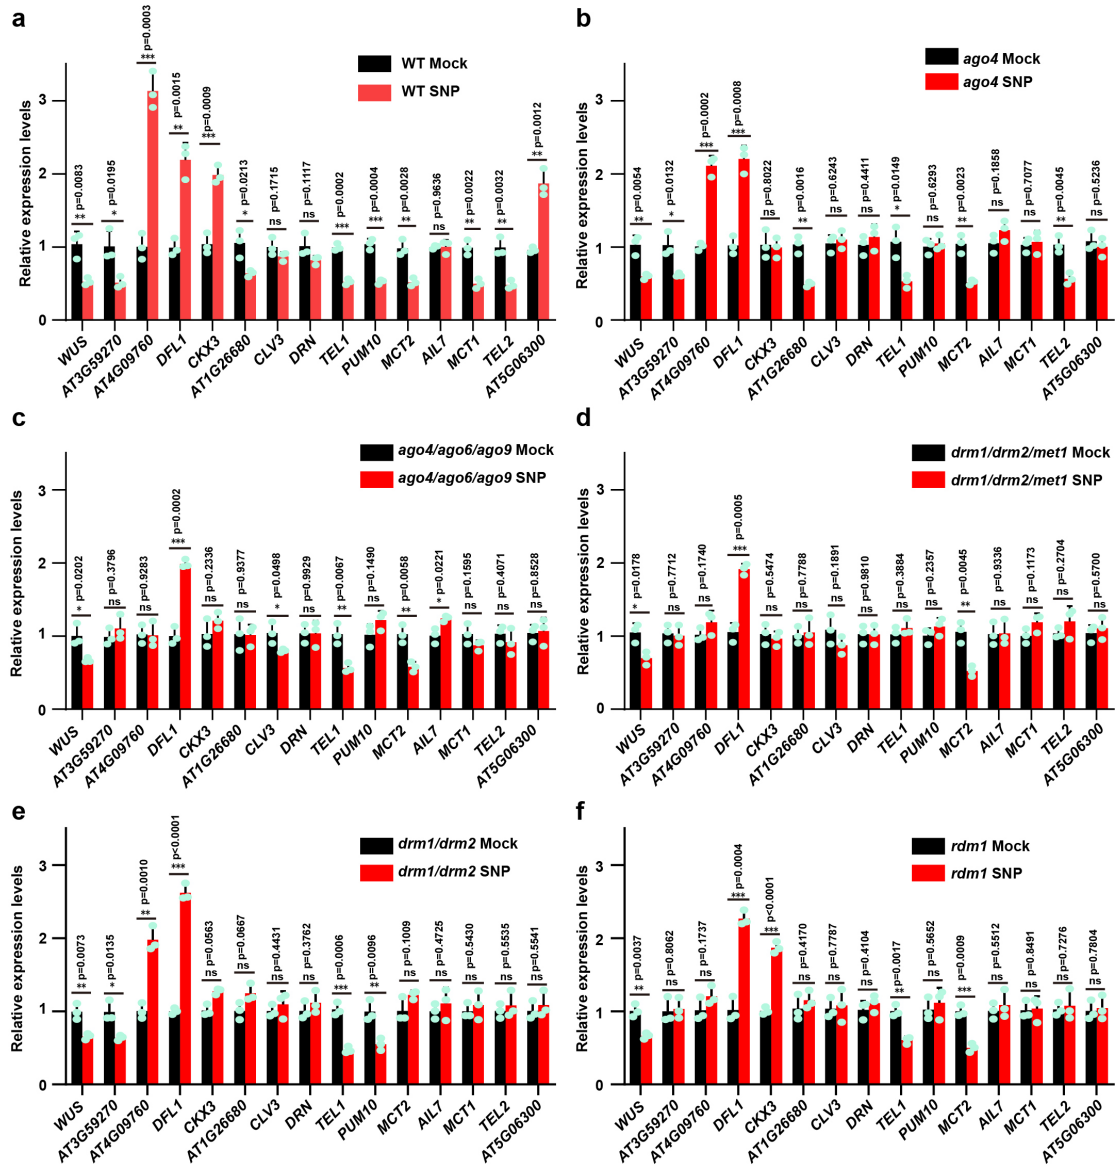

**Supplementary Fig. 21 | RdDM pathway mediates NO signaling in the SAM.**

**a-f**, RT-qPCR measurements of the expression levels of stem cell- and niche-specific genes in wild type (**a**) and in *ago4* (**b**), *ago4/ago6/ago9* (**c**), *drm1/drm2/met1* (**d**), *drm1/drm2* (**e**) and *rdm1* (**f**) mutants with and without SNP treatments. The data are shown as mean  $\pm$  s.d.;  $n=3$  biological replicates, two-sided Student's *t*-tests, \* $p<0.05$ , \*\* $p<0.01$ , \*\*\* $p<0.001$ ; ns, no significant difference. All experiments were repeated independently at least two times on pools of apices of at least 30 plants, with similar results.

## Supplementary References

- 1 Schmid, M. *et al.* Dissection of floral induction pathways using global expression analysis. *Development* **130**, 6001-6012 (2003).
- 2 Zhao, L. *et al.* Integrative analysis of reference epigenomes in 20 rice varieties. *Nat Commun* **11**, 2658 (2020).
- 3 Ma, Y. F. *et al.* WUSCHEL acts as an auxin response rheostat to maintain apical stem cells in Arabidopsis. *Nat Commun* **10**, 5093 (2019).
- 4 Zheng, Q. *et al.* RNA polymerase V targets transcriptional silencing components to promoters of protein-coding genes. *Plant J* **73**, 179-189 (2013).

# Supplementary material for: Nitric oxide controls shoot meristem activity via regulation of DNA methylation
**Source:** Nat Commun. 2023 Dec 4;14:8001. doi: 10.1038/s41467-023-43705-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**Supplementary Data 1** List of Up-regulated genes in the shoot apex transcriptome of ap1/cal treated with 1mM SNP.

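Supplementary Data 1 lists the transcripts with higher TPM after SNP by the criterion of the methods. When that criterion was applied to the fold changes and p-values in the authors' deposited table, 1905 genes were higher and 1343 lower. The limma fit of the deposited TPM values called 419 genes that the authors' deposited table does not call and left out 217 of the tested genes that it calls. Across the tested genes the log2 fold changes of the authors' deposited table had a correlation of 0.958 with those from limma and the deposited value minus the limma value had a median of -0.05. Genes are not independent replicates, so this correlation describes the 2 sets of estimates only.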

**Supplementary Data 2** List of Down-regulated genes in the shoot apex transcriptome of ap1/cal treated with 1mM SNP.

**Supplementary Data 3** List of *WUS/CLV3* domain enriched genes and S-nitrosylated proteins.

**Supplementary Data 4** List of co-targets of AGO4 and WUS.

**Supplementary Data 5** List of DMRs.

**Supplementary Data 6** DNA constructs generated in this study.

**Supplementary Data 7** Oligonucleotides used in this study (5'→3').

# Supplementary material for: Nitric oxide controls shoot meristem activity via regulation of DNA methylation
**Source:** Nat Commun. 2023 Dec 4;14:8001. doi: 10.1038/s41467-023-43705-1
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

The following softwares were used to collect data.  
High-throughput sequencing was performed with Illumina platform.  
Microscopy images were collected by an upright Nikon A1 Confocal with a CFI Apo LWD 25×water immersion objective (Nikon Instruments).

Data analysis

The following publicly available software were used to analyze data.  
R package "DEGseq" ( DESeq2 version 3.11) was used for calculating the differentially expressed genes.  
ImageJ (Fiji) was used for the measurement of meristem.  
Heatmaps were generated using the "heatmap" or "heatmap2" program in R project, version 3.1.0.  
Differences between groups were identified using Student's t-test, and the p-value level was set at 5%.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequence data sets generated during the current study are available in the NCBI Gene Expression Omnibus (GEO) and accessible through GEO series accession numbers GSE216952 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE216952>) and GSE243447 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE243447>).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                |
|--------------------------------------------------------------------|----------------|
| Reporting on sex and gender                                        | does not apply |
| Reporting on race, ethnicity, or other socially relevant groupings | does not apply |
| Population characteristics                                         | does not apply |
| Recruitment                                                        | does not apply |
| Ethics oversight                                                   | does not apply |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | All the samples for mRNA expression, protein abundance, ChIP, EMSA, SAM size measurement and in situ hybridization experiments were treated the same way. We decided the sample sizes based on our knowledge acquired from our previous experience and from those used by other laboratories in similar studies. Sample sizes are indicated in the main text, Figures and legends. We confirmed that the sample sizes that we used in this study were adequate by performing biological replicates and obtaining similar results. |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Replication     | All experiments have been independently replicated at least twice in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Randomization   | All samples were exposed to similar growth conditions and control, and without any selection criteria. And large populations of genetically individuals were taken to minimize bias. For instance, In qRT-PCR, samples were randomly allocated to 3 groups as 3 independent biological replicates.                                                                                                                                                                                                                                |
| Blinding        | In all independent experiment, all groups were analyzing together without data or sample exclusion. Yes, we were blinded to group allocation during data collection and analysis.                                                                                                                                                                                                                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Plants             |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

The GFP antibody (supplier: Abcam, catalog number: ab290), the anti-DIG-AP (supplier: Roche, Cat. #11093274910), the mCherry antibody (supplier: Abcam, catalog number: ab125096), the AGO4 antibody (Agrisera, AS09617) and the GR antibody (supplier: Santa Cruz, sc-393232). The dilution rates are 1:500 for GFP antibody, 1:1250 for anti-DIG-AP, 1:500 for mCherry antibody, 1:1000 for AGO4 antibody and 1:200 for GR antibody.

## Validation

Validations are based on the datasheet from the manufacturer and can found the detail information in the following list.  
 GFP antibody (<https://www.abcam.com/products/primary-antibodies/gfp-antibody-ab290.html>)  
 anti-DIG-AP (<https://www.sigmaaldrich.com/catalog/product/roche/11093274910?lang=en&region=AU>)  
 mCherry antibody (<https://www.abcam.com/products/primary-antibodies/mcherry-antibody-1c51-ab125096.html>)  
 GR antibody (<https://www.scbt.com/p/gr-antibody-g-5>)  
 AGO4 antibody (<https://www.agrisera.com/en/artiklar/ago4-argonaute-4.html>)

## Dual use research of concern

Policy information about [dual use research of concern](#)

## Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

## Seed stocks

*Arabidopsis thaliana* Col-0 was used as genetic background throughout the study with the exception of wus-7, which is in the Ler background. Seeds for mutants and wild type were obtained from NASC or individual labs, as noted in the manuscript.

Novel plant genotypes

-

Authentication

PCR based genotyping was used to validate genotypes.

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

GEO: GSE216952 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE216952>)

Files in database submission

UBQ10::mCherry-GR-WUS, eChIP Rep1, 329IP1.  
 UBQ10::mCherry-GR-WUS, eChIP Rep2, 329IP2.  
 UBQ10::mCherry-GR-WUS,input Rep1, 329Input1.  
 UBQ10::mCherry-GR-WUS,input Rep2, 329Input2.  
 UBQ10::mCherry-GR,eChIP Rep1, 394IP1.  
 UBQ10::mCherry-GR,input Rep1, 394Input1.

Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

### Methodology

Replicates

Two replicates for UBQ10::mCherry-GR-WUS and one replicate for UBQ10::mCherry-GR

Sequencing depth

Read length 75bp, single-end  
 UBQ10::mCherry-GR-WUS, eChIP Rep1, 64377038 reads.  
 UBQ10::mCherry-GR-WUS, eChIP Rep2, 54788065 reads.  
 UBQ10::mCherry-GR-WUS,input Rep1, 129450362 reads.  
 UBQ10::mCherry-GR-WUS,input Rep2, 136424817 reads.  
 UBQ10::mCherry-GR,eChIP Rep1, 51797608 reads.  
 UBQ10::mCherry-GR,input Rep1, 143290748 reads.

Antibodies

RFP-Trap Magnetic Agarose (ChromoTek, rtma-20)

Peak calling parameters

ChIP peak-calling was performed using MACS2 (Zhang Y, Liu T, Meyer CA, Eeckhoutte J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W, Liu XS. (2008) Model-based Analysis of ChIP-Seq (MACS), Genome Biology, 2008;9(9):R137.) using following parameters: -g 1.19e+8, -q 0.01

Data quality

To ensure that our data were of high quality, we kept only called peaks with posterior probability higher than 0.9.

Software

ChIP-seq data were mapped to TAIR10 genome by BWA aligner.  
 Peak calling was performed using MACS2.

How the deposited data were processed for this re-analysis (not part of the article)

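RNA sequencing was analysed for micro-dissected *ap1/cal* shoot apices treated with mock solution or 1 mM SNP for 24 h, with 3 biological replicates of each. Condition and replicate were taken from the sample labels and the paper's text, and all 6 samples were mapped. The seedling RNA-seq, the methylation data and the RT-qPCR of the paper were not analysed here.

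The authors prepared strand-specific libraries, aligned the reads to TAIR10 with STAR and deposited TPM values of 24340 genes in 1 column per replicate. The counting tool, the gene lengths and the filter that left these genes are not named in the paper's text. The authors also deposited a log2 fold change for each gene and its p-value and adjusted p-value. The methods name DEGseq for these, while the reporting summary names DEGseq together with DESeq2, so the test that gave them is not certain. In the authors' deposited table 20 genes have no p-value and 2832 have no adjusted p-value. Values from that table are named as the authors' wherever they are printed.

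TPM does not itself keep the depth of a sample. Multiplied by merged exon length in the TAIR10.1 annotation, 99.4% of the values were whole multiples of a step per sample, within a tolerance of 0.05, and all 6 values were whole for 24014 of the 24184 genes with a length. Depth was read from these steps, and lay between 51879527 and 99089583 reads per sample. If the counting unit was a read pair, these are pairs. On simulated counts of 24184 genes the same steps gave the drawn depth with an error of 0%. The simulated depths were well below those of the samples, with unrounded values and exactly known gene lengths. This error therefore covers the arithmetic and not the depths of the samples. Counting error is largest for genes with few reads, such as *CLE13* with at most 7. No count model was run, because the deposited unit is TPM.

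Genes with a mean of at least 0.5 TPM over the 6 samples were tested, 18966 in all, with limma 3.58.1 in R 4.3.3 on log2(TPM + 0.5), using lmFit and eBayes with a mean-variance trend, without a block, and Benjamini-Hochberg adjustment. The paper's criterion was a fold change of at least 1.5 with an unadjusted p under 0.01. Gene sets written down before the data were examined were tested with camera at an inter-gene correlation of 0.01 where at least 5 members were tested. Single genes were also compared with a two-sided exact permutation test, whose smallest p is 0.1 for these groups. Depth and tables were computed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. The limma step was tested on simulated values of 18966 genes, 200 of them changed by 1 on the log2 scale. It recovered 59% of the changed genes at an adjusted p under 0.05, and 4.07% of its calls fell on unchanged genes. The paper's criterion was passed by 179 of the changed and 89 of the unchanged genes.

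The genes named in the text are those of a panel written before the data were examined, made of 15 lists with the genes the paper names as 1 of them, and the 5 largest increases and 5 largest decreases among genes past the criterion with an adjusted p under 0.05 and separated groups. The replicate numbers come from the sample labels, and the paper does not say that equal numbers share plants or a day. Alternatives fixed before the data were examined were a pseudocount of 0.1 or 1, no filter or a mean of at least 1 TPM, median-of-ratios or 75th percentile scaling, eBayes without a trend or with a robust fit, the replicate number as a block, leaving out each replicate, a fold change of 2 or an adjusted p in the criterion, camera with an estimated correlation, and comparison with 10000 random gene lists matched on expression. Removal of each sample's trend along exon length, by a lowess with a span of 0.3, was added after the data were seen. A count model was listed for the case of raw counts and was not run. Camera was run with the mean-variance trend of the fit, which the written design did not state. The value given for a gene set under each alternative, its median minus the median of all tested genes, was defined after a first version, the median alone with camera's direction, had been seen. Which genes and sets of the panel are named was also settled after the values were seen, *FER3*, *FER4*, *VTL1*, *VTL2*, *CKX3* and *CUC2* among them, and 8 of the 13 tested sets were followed through the alternatives. A gene of the stem cell-related list is counted in the totals and not reported here. Gene positions are not printed, since the reference used here is TAIR10.1 and the authors' build is TAIR10. The TAIR10.1 annotation gave an exon length for 24184 of the 24340 gene identifiers.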

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

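All tests of explanations in this part, and the limits that decide them, were chosen after the values had been seen.

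The paper does not discuss the genes below, and each was higher in every SNP sample than in every mock sample, which is what drew attention to them. The largest increases were those of AT3G20340 (log2 fold change 7.38), *CYP81D11* (7.11), *AtNIT2* (6.91), *FER1* (5.56) and *UGT73B2* (5.46). From the list of genes that rise when iron is plentiful, *FER3* (1.05), *FER4* (0.71), *VTL1* (2.36) and *VTL2* (1.68) also rose past the criterion, 5 of the 6 tested members with *FER1*. From the list of cyanide detoxification and response genes, *CYSC1* (0.90), *NIT4* (2.06) and *AOX1A* (3.22) rose, 3 of 5. Their adjusted p-values from limma stayed under 0.05 with each replicate left out, the highest being 0.0434 for *NIT4*, whose SNP values had an SD of 9.95 around a mean of 12.9 TPM. *AtNIT2* and *NIT4* belong to a family of nitrilase genes, and reads shared between such genes were not examined.

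Several technical explanations were tested for the iron list. With the length trend removed, its median lay 1.38 above that of all genes, and with 75th percentile scaling its own median log2 fold change was 1.29. As deposited these medians were 1.31 and 1.36. *FER1*, *FER3* and *FER4* had log2 fold changes of 5.55, 1.06 and 0.72 with the length trend removed. With 75th percentile scaling they had 5.47, 0.97 and 0.62. For the list's median and these ferritin genes, this argues against the length trend or scaling as the source of most of the rise. Camera gave an adjusted p of 0.000249 for the list at the fixed inter-gene correlation and 0.306 with the correlation estimated from the list, the latter being the highest over the alternatives, which started at 5.47e-05. With the replicate number as a block it was 0.000983. A shift of the list as a unit thus cannot be told apart from correlation between its genes, although the single genes pass their own tests. SNP contains iron and cyanide as well as nitric oxide. A candidate explanation for the ferritin rise is iron carried by the donor, in which case genes induced by iron deficiency may be expected to fall. Of 11 such genes only 4 passed the filter, too few for the check to count, and 0 of the 4 were lower, with all 4 higher. Below the filter *BHLH39* went from 0.274 to 0.00914 TPM, and in the authors' table 6 of the list were higher and 3 lower, so the check decides nothing. The design holds no sample with iron, cyanide or spent SNP alone, so nitric oxide, iron and cyanide cannot be told apart as the source of these changes.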

How the results depend on the processing

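The tests in this part that use exon length, and the alternative that removes the length trend, were chosen after the values had been seen.

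*AGO4* was lower and kept an adjusted p under 0.05 in all 16 alternatives, with log2 fold changes from -0.73 to -0.54. It kept the fold change of 1.5 in 12 of them, some of which (filter, eBayes options and block) could not change the fold change. *ARR7* was lower in all 16. Its adjusted p rose above 0.05 in 4 fits that each left out 1 replicate, and its log2 fold change ranged from -0.35 to -0.29 over the 6 such fits. The cause was not tested.

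With a fold change limit of 2, the genes past the criterion fell to 1474, of which 1071 were higher and 403 lower, and 0 of the 26 stem cell-related genes were higher, against 3 higher at an unadjusted p under 0.05 with no fold change limit. The stricter limit alone accounts for this. Leaving out 1 replicate gave from 2883 to 7924 genes at an adjusted p under 0.05 against 5619 with all 6 samples. The highest count came without mock replicate 1. With the replicate number as a block, 3457 genes passed the criterion and 5490 had an adjusted p under 0.05.

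Of 13 gene sets, 3 had an adjusted p under 0.05 (cell cycle, iron and periphery or boundary genes). The number was 6 with the replicate block, 6 with the length trend removed, 0 with camera's estimated correlation, where 1 had an unadjusted p under 0.05, 7 by percentile among random lists and from 2 to 6 with 1 replicate left out. The set results therefore depend on how correlation between genes is treated. The set of RdDM genes had no adjusted p under 0.05 in any alternative. Its median relative to all genes ranged from -0.18 to 0.15 with 1 replicate left out and was -0.040 with the length trend removed. *CLV3* ranged from -0.010 to 0.24 with 1 replicate left out. The cause was not tested. Of 864 comparisons of single genes and sets with an alternative, 63 changed, 33 weaker, 27 stronger and 3 reversed.

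The balance of higher and lower calls depends on scaling, on the fold change limit and on single replicates. The share of higher calls was 62.1% as deposited, 55.5% with median-of-ratios scaling, 51.3% with 75th percentile scaling, 55.7% without mock replicate 1, 57.8% with the length trend removed, 65.3% without mock replicate 2 and 72.7% with a fold change limit of 2. The median log2 fold change of all genes moved by -0.05 with median-of-ratios scaling and by -0.08 with 75th percentile scaling.

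Among the 4 splits of the 6 samples that part all 3 same-numbered pairs, 1, the real one, gave as many genes past the criterion, as many higher, as many lower, as many at an adjusted p under 0.05 and as many stem cell-related genes in one direction. Over all 10 splits, whose other members part only 1 pair, the largest other count past the criterion was 87. For the number of gene sets, 2 of the 4 splits gave as many, and one gave 11. With so few splits no share under 0.05 can be reached.

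Depth was no limit for *AGO4* or *ARR7*. *CLE13*, with at most 7 reads per sample, was below the filter and not tested in the main fit.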

Differences from the paper's values

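Supplementary Fig. 16 marks about 12 stem cell-related genes, counted by eye, as responding in the RNA-seq, and the paper's text calls the whole list induced by NO. Here 3 of those genes were higher past the paper's criterion. None of the alternatives set before the data were examined closed the gap, and their counts lay between 0 and 3. With the length trend removed, an alternative chosen after seeing the values, the count was 2. In the authors' deposited table 1 of these genes is higher past the criterion and 6 are lower.

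The paper's counts of called genes were within a factor of 1.5 of those found here. Its Fig. 3k value for *AGO4*, read from the figure as 0.65 of the mock level, was 0.665 here. Both come from the same RNA-seq, and a factor of 1.5 is too wide to test this *AGO4* ratio. With the limit on fold change raised to 2, the counts of 1474, 1071 and 403 were outside that factor.

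The paper reports that *ARR7* rises after SNP in wild-type and relates this to RNA-seq results, without naming the experiment. Its supplement also shows RT-qPCR of *ARR7* in *ap1/cal* plants under SNP, headed as induction of *ARR7* by NO. Genotype alone may therefore not account for the difference from the values here. The seedling RNA-seq that the paper describes was not analysed here. In the *ap1/cal* apices the log2 fold change of *ARR7* was -0.31, and in the authors' deposited table it is -0.33. No setting that was run gave a rise. The paper's list counts *ULT1*, AT3G15150, *ERL1*, *RGF9*, *CLE27*, *CLE16* and *BARD1* as induced, and their log2 fold changes here were -0.62, -0.62, -0.67, -0.74, -0.61, -0.55 and -1.49.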

Other observations

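All tests in this part, and the limits that decide them, were chosen after the values had been seen, and the gene lists were fixed before.

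Mock replicate 1 stood apart from mock replicates 2 and 3, and gene length is a candidate explanation. A lowess of its deviation from the other mock replicates on exon length took up 32.1% of the variance of that deviation, against 3.84% for exon GC content. Depth does not account for it, because SNP replicate 2 had fewer reads and a mean correlation of 0.989 with its group, against 0.977 for mock replicate 1. Nor do a few abundant genes, since the 10 largest held 4.24% of its TPM. With the length trend removed, its mean correlation with the other mock replicates was 0.984, still below the 0.991 between those replicates before removal, so length may explain part of the distance and not all. Whether RNA quality or library preparation lies behind the trend was not tested.

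The length trend bears on the balance of calls. In the longest of 5 equal length classes, from 2595 to 16614 bases of exon, 314 genes were called higher and 148 lower with all samples, and 257 higher and 297 lower without mock replicate 1. The median log2 fold change of these genes was 0.16 with all samples and -0.03 without mock replicate 1. The lean toward higher calls among long genes may therefore come from mock replicate 1. Over all lengths, 51.3% of calls were higher with 75th percentile scaling, which follows from its downward shift of all genes and does not test scaling as the cause of the excess of higher calls. The DNA methyltransferase gene *MET1*, with 5062 bases of exon, had a log2 fold change of -0.89 (adjusted p = 0.0824 from limma) with all samples and -1.13 (adjusted p = 0.00169) with the length trend removed, and its adjusted p ranged from 0.00169 to 0.222 over the alternatives. The replicate number as a block, with no length correction, also put it past the criterion (adjusted p = 0.0158 from limma), so the call does not hang on the length trend alone.

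The length trend raises long genes such as *AGO4* after SNP, so its removal deepened the fall of *AGO4* to a log2 fold change of -0.73. Likewise 75th percentile scaling lowers all genes after SNP and can only deepen a fall, here to -0.67. The removed length trend, and the deposited scaling as judged by the 75th percentile, thus worked against the fall. This argues against these 2 as its source. Length or scaling errors of other kinds were not tested. A shift of reads to its relatives is not seen, because *AGO6*, *AGO8* and *AGO9* together gained 1.59 TPM after SNP while *AGO4* lost 65.4 TPM. For *ARR7*, removing the length trend gave -0.25, which leaves it lower, and 75th percentile scaling gave -0.40, with the same limit on untested errors. Exchanged mock and SNP columns would turn *AGO4* higher, and it is lower (-0.59) in the SNP columns. The paper also reports *AGO4* as lower after SNP in situ and by RT-qPCR (Fig. 3e–h, 3l), which are separate experiments. Of the 11 tested genes that Supplementary Fig. 16 marks as responding in this RNA-seq, 8 remained lower with the length trend removed. These results carry the design's limit that 3 samples against 3 cannot give a permutation p under 0.1, and nitric oxide cannot be told apart from the iron and cyanide of the donor.

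Genes of DNA replication and cell division were lower after SNP. All 14 cell cycle genes on the list were lower after SNP and 11 passed the criterion, among them *PCNA1* (log2 fold change -2.19) and *MCM2* (-1.86). The median of the list lay at -1.26 relative to all genes, and at -1.23 with the length trend removed. Its own median log2 fold change with 75th percentile scaling was -1.29. As deposited, the list's own median was -1.21, and 75th percentile scaling moved the median of all genes by -0.08. Neither correction shrank the fall by more than a small part. This argues against the removed length trend and the deposited scaling as the cause of most of the fall. Camera gave an adjusted p of 1.34e-08 at the fixed inter-gene correlation and 0.311 with the correlation estimated from the list, the latter being the highest over the alternatives, which started at 1.06e-10. With the replicate number as a block it was 4.11e-09. Since the estimated correlation removes the small p, correlation between the genes cannot be excluded as the reason for the small p. Among the splits that part all same-numbered pairs the real one alone gave a camera p as small (1 of 4). The smallest camera p in any other of the 10 splits was 1.1e-07. Every other split mixes the treatments unequally and so keeps part of the treatment difference. A small p there can come from the treatment itself, so these splits cannot show how readily the list gives small values. The maintenance methylation genes *CMT3* (-1.03), *DDM1* (-0.72) and *VIM1* (-0.85) fell as well, each at an adjusted p under 0.05, while *DRM2* rose (0.64). Whether a change in cell composition lies behind these values was not tested.

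Some genes that the paper measured in other material or at other times had these values here. *GLB1*, measured by RT-qPCR after a shorter treatment in Fig. 2n, rose by 2.96 on the log2 scale. *WUS* had a log2 fold change of -0.46 (adjusted p = 0.0916 from limma, and from 0.0376 to 0.239 over the alternatives) and *CLV3* of 0.14 (adjusted p = 0.559). *CKX3*, measured by RT-qPCR in Supplementary Fig. 21 and singled out here after its value was seen, had a log2 fold change of -0.48 (adjusted p = 0.0383, and from 0.0171 to 0.125 over the alternatives). Its adjusted p with the replicate number as a block was 0.0691 from limma, and 5 of the 6 fits with a replicate left out gave 0.05 or more. The set of boundary and periphery genes lay lower, with a median of -0.37 relative to all genes (adjusted p = 0.041 from camera, 0.61 with the correlation estimated, which is the highest over the alternatives, from 0.0237). *CUC2*, shown with *UFO* in Supplementary Fig. 4 and added here after its value was seen, had a log2 fold change of -0.39 (adjusted p = 0.042 from limma, and from 0.0106 to 0.154 over the alternatives), with 0.0602 when the replicate number was a block, while *UFO* rose. *ARR15*, a relative of *ARR7*, had a log2 fold change of -0.80 (adjusted p = 0.0322, and from 0.00116 to 0.0949 over the alternatives), with 5 of the 6 fits with a replicate left out at 0.05 or more.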
